# CTCF contributes in a critical way to spermatogenesis and male fertility

**DOI:** 10.1038/srep28355

**Published:** 2016-06-27

**Authors:** Abrahan Hernández-Hernández, Ingrid Lilienthal, Nanaho Fukuda, Niels Galjart, Christer Höög

## Abstract

The CCCTC-binding factor (CTCF) is an architectural protein that governs chromatin organization and gene expression in somatic cells. Here, we show that CTCF regulates chromatin compaction necessary for packaging of the paternal genome into mature sperm. Inactivation of *Ctcf* in male germ cells in mice (*Ctcf*-cKO mice) resulted in impaired spermiogenesis and infertility. Residual spermatozoa in *Ctcf*-cKO mice displayed abnormal head morphology, aberrant chromatin compaction, impaired protamine 1 incorporation into chromatin and accelerated histone depletion. Thus, CTCF regulates chromatin organization during spermiogenesis, contributing to the functional organization of mature sperm.

In the gonads of mammalian organisms, diploid germ cells give rise to haploid gametes, egg and sperm. The male germ cell differentiation process, spermatogenesis, takes place in testis^1^,^2^. During spermatogenesis, spermatogonial stem cells act as a source for a continuous production of sperm. Differentiating spermatogonia undergo several rounds of mitotic cell divisions and give rise to spermatocytes, which undergo two meiotic cell divisions, resulting in the formation of round haploid spermatids. The round spermatids subsequently undergo a series of morphological changes, in a process known as spermiogenesis, giving rise to mature sperm (also called spermatozoa)^3^,^4^. An important aspect of spermiogenesis involves the reorganization and compaction of the haploid genome, allowing it to be packaged into the head of spermatozoa^4^. Chromatin compaction during spermiogenesis in mammals is made possible through the replacement of most histones with sperm-specific basic proteins, protamine 1 (PRM1) and protamine 2 (PRM2)^4^,^5^, both proteins being essential for sperm formation^3^,^6^,^7^,^8^. A small fraction of histones (2%) remains bound to chromatin in association with promoter regions and repetitive DNA sequences, in spermatozoa^9^,^10^,^11^. The functional role of histone retention in mature sperm, however, is not known.

CTCF is a highly conserved DNA binding protein that regulates higher order chromatin structure and genome topology in somatic cells, acting as a global regulator of gene transcription^12^,^13^,^14^,^15^. CTCF has a DNA binding motif consisting of eleven zinc finger domains, recognizing tens of thousands DNA sites across the mammalian genome^16^. Binding of CTCF to DNA has been shown to contribute to the formation of three-dimensional DNA loops, mediating long-range chromatin interactions between different regulatory sequences in somatic cells^15^,^17^. Interestingly, in round spermatids CTCF has been shown to be present on promoter regions of genes that are actively transcribed in cancer cell lines^18^, suggesting that CTCF contributes to chromatin organization and gene expression in round spermatids. The functional role of CTCF in male germ cells, however, has not yet been analyzed, as inactivation of *Ctcf* results in embryonic lethality^19^.

We have here studied the role of CTCF during male germ cell development. A male germ line-specific conditional knockout mouse model (*Ctcf-cKO*) was generated, where *Ctcf* was inactivated in pre-leptotene spermatocytes. *Ctcf*-cKO mice displayed seminiferous tubule atrophy, accompanied by low sperm counts and infertility. Elongating spermatids in the testis and mature spermatozoa in the cauda epididymis of *Ctcf*-cKO mice displayed major defects in sperm head formation and chromatin compaction. Genes, expressed in round spermatids in the testis of wild-type mice and contributing to sperm formation, were found to be down-regulated in *Ctcf*-cKO mice. Furthermore, mature spermatozoa in *Ctcf*-cKO mice showed abrogated histone retention and PRM1 recruitment to chromatin. Thus, CTCF contributes in a critical way to the differentiation process that controls formation of mature sperm.

## Results

### Conditional targeting of *Ctcf* in the testis

In order to study the function of CTCF during spermatogenesis, *Ctcf* was conditionally targeted in male germ cells. We crossed mice carrying *Ctcf*-floxed alleles with *Stra8-iCre* transgenic mice^19^,^20^, generating a *Stra8-iCre-Ctcf*^* wt/f*^ heterozygote strain. The Stra8 promoter drives expression of the Cre recombinase in spermatogonia and in pre-leptotene spermatocytes in the testis of male mouse, allowing one to study the functions of conditionally inactivated genes in spermatocytes undergoing meiosis and during spermiogenesis^20^. We found that conditional targeting of the *Ctcf* gene was restricted to the testis in mice heterozygous for the floxed *Ctcf* allele (*Stra8-iCre-Ctcf*^* wt/f*^) (Supplementary Fig. S1). Isolation of different testicular cell populations from *Stra8-iCre-Ctcf*^* wt/f*^ mice using FACS, identified the deleted version of the floxed *Ctcf* allele in primary spermatocytes, secondary spermatocytes and in round haploid cells, showing that the initial Cre targeting events take place in spermatocytes (Supplementary Fig. S1). In agreement with this, *LacZ* gene expression (which is activated upon conditional targeting of a floxed *Ctcf* allele) was observed in primary spermatocytes at the pre-leptotene stage of spermatogenesis (Supplementary Fig. S1).

We thereafter inter-crossed *Stra8-iCre-Ctcf*^* wt/f*^ mice, to simultaneously inactivate both alleles of *Ctcf*, generating a *Ctcf* conditional knockout mouse strain (*Stra8-iCre-Ctcf*^*f*/*Δ*^, hereafter referred to as *Ctcf*-cKO). We compared the levels of CTCF in wild-type and *Ctcf*-cKO littermates, by immunoblotting of testis extracts, and found that *Ctcf*-cKO mice showed a 60% reduction in CTCF protein levels (Supplementary Fig. S1). CTCF has been shown to be expressed in all cell types of the testis^21^, strongly suggesting that the residual expression of CTCF in the testes of *Ctcf*-cKO mice, was due to CTCF expression in testicular cell types not targeted by the *Stra8-iCre* approach used here. In agreement with this, while immunostaining of paraffin-embedded testis sections did not reveal CTCF expression in spermatocytes and spermatids in *Ctcf*-cKO mice (Supplementary Fig. S2), expression of CTCF was observed in Sertoli cells, Leydig cells and spermatogonial cells in the testis of *Ctcf*-cKO mice. Thus, CTCF expression is impaired in spermatocytes and spermatids in the testis of *Ctcf*-cKO mice.

### *Ctcf*-cKO mice display impaired spermiogenesis and infertility

We next analyzed if depleted CTCF levels in spermatocytes and spermatids in *Ctcf*-cKO mice had an effect on spermatogenesis. *Ctcf*-cKO mice were found to have five-fold smaller testis compared to their wild-type littermates and were infertile (Fig. 1A,B). Histochemical analysis of testis sections stained with hematoxylin and eosine (HE) showed that while formation of spermatocytes and round spermatids was unaffected in *Ctcf*-cKO testes, formation of elongated spermatids was defective (Fig. 1C). Analysis of the seminiferous tubules of *Ctcf*-cKO mice showed that 56% of them contained on average three TUNEL-positive elongated spermatids (Fig. 1D), suggesting that they were being eliminated through an apoptotic process. Mice heterozygous for *Ctcf* displayed reduced testis size but were fertile (Fig. 1A,B). Furthermore, histological analysis did not reveal obvious defects in testis morphology and apoptotic elongated cells were not observed in heterozygotes mice (Fig. 1C,D). Thus, spermiogenesis is severely affected in *Ctcf*-cKO mice.

### Elongated spermatids display aberrant head structures and irregular chromatin compaction in *Ctcf*-cKO testis

In order to understand how CTCF contributes to the differentiation process that transforms round haploid cells into spermatozoa, the ultrastructural organization of round, elongating and elongated spermatids in the testis of *Ctcf*-cKO mice was studied using transmission electron microscopy. We found the ultrastructural organization of round spermatids at steps 5–7 of spermiogenesis in wild-type and *Ctcf*-cKO mice to be very similar, including formation of an acrosome (Fig. 2A) and a chromatoid body in these cells (Supplementary Fig. S3). The first differences in the spermatid differentiation process in mutant and wild-type testis were observed at steps 8–10 of spermiogenesis. We found the manchette, a microtubule-containing structure^22^, to be distributed along the caudal, dorsal and ventral sides of the acrosome in elongating spermatids in *Ctcf*-cKO mice, whereas the manchette was localized to the caudal side of the acrosome in wild-type spermatids (Fig. 2B,C). Elongated spermatid heads in *Ctcf*-cKO mice at steps 12–14 of spermiogenesis, also frequently showed changes in nuclear morphology and chromatin compaction, relative to the organization of the same structures in wild-type elongated spermatids (Fig. 2D). In addition, weakly stained chromatin structures were frequently found to protrude out from a nuclear mass of strongly stained chromatin in mutant elongated spermatid heads (Fig. 2D). Thus, CTCF contributes to several critical aspects of spermiogenesis.

### PRM1 incorporation into chromatin is deficient in *Ctcf*-cKO mice

Mature spermatozoa are released into the cauda epididymis following completion of spermiogenesis^23^. We found that C*tcf*-cKO mice had a reduced amount of sperm in the cauda epididymis compared to wild-type mice (Fig. 3A). Histochemical and electron microscopy analysis of *Ctcf*-cKO sperm in cauda epididymis, revealed that one-third displayed abnormal head structures and more than 50% of the sperm had abnormal tail structures (Fig. 3B,C).

Mice deficient for PRM1 and PRM2 show deficiencies in sperm formation^7^,^8^,^24^, deficiencies similar to the ones observed in *Ctcf*-cKO mice. To find out if PRM1 and PRM2 levels were affected in *Ctcf*-cKO mice, nuclear protein extracts prepared from sperm isolated from cauda epididymis were analyzed by immunoblotting using antibodies against PRM1 and PRM2. We found the protein levels of PRM1 to be reduced in *Ctcf*-cKO sperm compared to wild-type sperm, whereas the protein levels of PRM2 seem unperturbed, producing an imbalance of the PRM1/PRM2 ratio (Fig. 3D). The levels of PRM1 and PRM2 in wild-type and *Ctcf*-cKO mice were also analyzed by immunolabeling of testis sections. The PRM1 antibody labeled all elongated spermatids in wild-type testis, whereas in the *Ctcf*-cKO testis elongated spermatids were weakly labeled or not labeled. Again, no differences in the staining pattern for PRM2 in the testis of *Ctcf*-cKO and wild-type mice were observed (Supplementary Fig. S4). Our results show that expression and/or incorporation of PRM1 in elongated spermatids in *Ctcf*-cKO mice is impaired.

### Expression of spermiogenesis-associated genes is down-regulated in *Ctcf*-cKO mice

It has been shown by ChIP-seq analysis that CTCF is bound to promoters of many genes in round spermatids in wild-type testis^18^. 

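RNA was prepared from seminiferous tubules of 3 wild-type and 4 *Ctcf*-cKO mice according to the paper's methods, whereas the sample titles name testes. The RNA of each mouse was hybridized to its own GeneChip mouse transcriptome array. The probes of a coding or non-coding transcript on this array are read together as a transcript cluster. According to the paper, the arrays met the quality controls of the Expression Console, and changes between genotypes were followed with the Transcription Analysis Console. The paper's text does not name the normalization. For each transcript cluster, the authors' deposited table gives the bi-weight average of the log2 signal in each genotype and the linear fold change of *Ctcf*-cKO over wild-type, in which a lower signal is written as a negative fold. It also gives the authors' p from an analysis of variance and that p adjusted for multiple testing. It has 7580 rows and lists only transcript clusters past a linear fold of 2 and an unadjusted p of 0.05. Its smallest fold in either direction is 2.01 and its largest p is 0.0484. Because it has 0 columns of single-array values, no spread between mice and no test between genotypes was computed here, and the number of arrays limits the precision of every value. *Ctcf*, the gene inactivated in these mice, has no row among the 7580 rows analysed here. A gene without a row has no value here, which does not show that its expression was the same in both genotypes.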

In order to evaluate if CTCF depletion abolishes expression levels of *Prm1*, *Prm2* or other spermiogenesis genes, we performed RNA expression microarrays. 

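Of the 7580 rows in the authors' deposited table, 4922 were lower and 2658 were higher in *Ctcf*-cKO than in wild-type. Transcript clusters that the table places in its classes Coding or Complex were counted as coding, which gave 2549 lower and 1553 higher rows; 197 and 2 of these had all the values of another row. Several rows can carry the same gene symbol, and counted once by the first symbol of each row these were 2450 distinct lower genes and 1547 distinct higher genes, so that 61.3% of the changed coding genes were lower. Among the coding genes of the authors' deposited table, the largest negative folds were those of *Tmed6* (-7.74), *Gm9805* (-4.75), *Vmn1r-ps23* (-4.59), *Zfp389* (-4.45) and *Dnah12* (-4.44). The signal of *Tmed6* in the authors' deposited table averaged 8.38 on the log2 scale in wild-type and 5.42 in *Ctcf*-cKO, with an authors' adjusted p of 0.000686. The largest positive folds among the coding genes of the authors' deposited table were those of *Myoz2* (10.52), *Serpina3g* (9.23), *Lhcgr* (7.81), *4930486L24Rik* (7.80) and *Apoc1* (7.21). For *Myoz2*, the authors' deposited table has averages of 5.05 in wild-type and 8.45 in *Ctcf*-cKO and an authors' adjusted p of 0.00022. Re-centring the folds on the median of all rows was the alternative that moved the count of lower genes most, and a linear fold of 3 in place of 2 that of higher genes. Re-centring removed a median log2 fold of -1.14 and left 5 lower and 1547 higher coding genes past the thresholds, a lower share of 0.322%. Every row had been selected for its fold beforehand, so the median of these rows is not that of the whole array. With a linear fold of 3 there were 328 lower and 415 higher coding genes, a lower share of 44.1%.

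**Figure D1:**
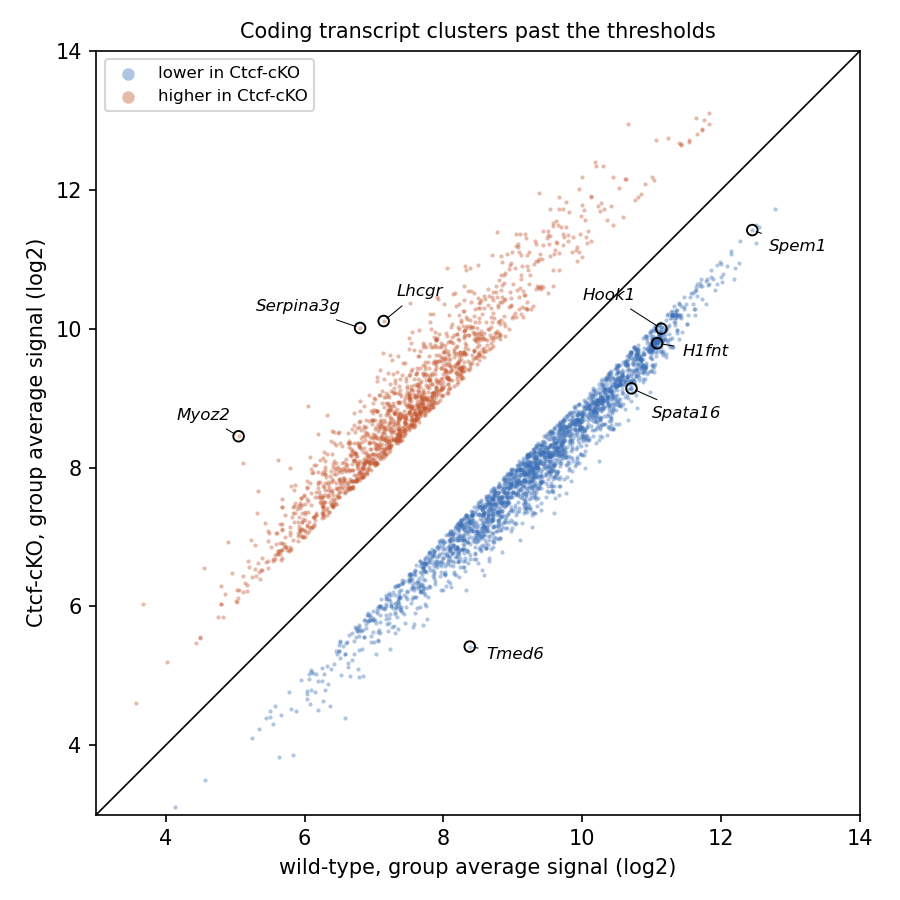
Group average signal (log2) of each coding transcript cluster in wild-type (horizontal axis) and *Ctcf*-cKO (vertical axis), from the authors' deposited table; 1 point is 1 of the 2549 lower or 1553 higher rows, circles mark the named genes, and the diagonal is equal signal. No points lie near the diagonal because the table holds only rows past the fold threshold. *Myoz2* (10.52) and *Tmed6* (-7.74) lie farthest from the diagonal on their sides. After re-centring on the median of all selected rows *Hook1* has a fold of 1.00 and *Spem1* 1.08, which follows from the construction.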

We found, using a 2-fold or greater expression change cutoff (p ≤ 0.05), 2549 coding genes to be down-regulated and 1557 coding genes to be up-regulated in the *Ctcf*-cKO testis (Supplementary Fig. S5, Supplementary Data S1 and S2). Comparison of the down-regulated and up-regulated coding genes in *Ctcf*-cKO testis with gene expression data from wild-type mouse staged cell populations (GSE21447 in the GEO database), showed that 84% of the down-regulated genes and 19% of the up-regulated genes were predominantly expressed in round spermatids (Supplementary Fig. S5). Interestingly, neither the *Prm1* nor the *Prm2* genes, both genes being expressed in round spermatids, were found to be down-regulated in *Ctcf*-cKO testis (Supplementary Data S3).

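Neither *Prm1* nor *Prm2* has a row among the 7580 rows analysed here, so no value of either could be computed. The paper's reported linear folds in Supplementary Data S3 are -1.24 for *Prm1* and -1.34 for *Prm2*. *Prm3* has a row, at positions 10790505 to 10790914 of chromosome 16 on the minus strand. Its signal in the authors' deposited table averaged 9.48 in wild-type and 8.44 in *Ctcf*-cKO, a linear fold of -2.05 with an authors' adjusted p of 0.00434, and its fold was 1.08 after re-centring on the median of all rows. Of 11 genes listed in advance as genes of elongating spermatids, the 2 with a row in the authors' deposited table were *Prm3* and *Akap4*, the latter with a fold of -2.02 that became 1.09 after re-centring. The folds of *Prm3* and *Akap4* are weaker than the median of rows selected for their fold, so re-centring was bound to turn them positive.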

Functional analysis of the down-regulated coding genes in the *Ctcf*-cKO testis, using the functional annotation clustering analytical module from the DAVID bioinformatics resources^25^,^26^, identified a cluster of genes contributing to sexual reproduction, spermatogenesis and sperm formation (Supplementary Data S4). This cluster included genes known to affect the structural organization of elongated spermatids and spermatozoa, for example *H1fnt*, *Hook1*, *Spem1*, *Spata16*^27^,^28^,^29^,^30^,^31^ (Supplementary Data S5). 

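Gene Ontology terms were read from the annotation columns of the authors' deposited table, and terms were compared between its lower and higher coding rows, because the transcript clusters that did not change are not in it. The biological process spermatogenesis was given to 137 of 1975 lower rows with any biological process term (6.94%) and to 22 of 1294 such higher rows (1.70%). The odds ratio of lower against higher rows was 4.31 (two-sided Fisher's exact test, p = 4.50e-13, adjusted p = 6.00e-13 by the Benjamini-Hochberg method over 4 terms). Rows are not independent replicates, so this p describes the rows only, and the terms were chosen from the paper's text after the values had been seen. The lower rows with the term carried 136 distinct genes and the higher rows 22. The folds of the 137 lower rows in the authors' deposited table ran from -3.92 to -2.01 with a median of -2.47. After re-centring on the median of all rows, 110 of them were below 0, as were 1944 of all 2549 lower coding rows. Re-centring moves every row by the same amount, so the count of 110 is no separate test of this term. With a linear fold of 3 in place of 2, 21 lower genes carried the term.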

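Each of the 4 genes has a single row among the lower coding rows of the authors' deposited table. The table names no genome build, and positions are given as it lists them; 3013 of 3052 coding rows with 1 reference symbol (98.7%) overlapped the gene of that symbol in the GRCm38.p6 annotation. *H1fnt* (chromosome 15, 98255982 to 98257307, minus strand) averaged 11.08 in wild-type and 9.79 in *Ctcf*-cKO in the authors' deposited table, a linear fold of -2.44 with an authors' adjusted p of 0.00162. *Hook1* (chromosome 4, 95967240 to 96025413, plus strand) averaged 11.14 and 10.00 in the authors' deposited table, a fold of -2.21 that is also the median fold of all rows, so that it was 1.00 after re-centring. *Spem1* (chromosome 11, 69820871 to 69822180, minus strand) averaged 12.45 and 11.42 in the authors' deposited table, a fold of -2.05 that became 1.08 after re-centring. *Spata16* (chromosome 3, 26637620 to 26983212, plus strand) had the largest of the 4 changes in the authors' deposited table, from 10.71 to 9.14, a fold of -2.98 with an authors' adjusted p of 0.000494. It was -1.35 after re-centring, and that of *H1fnt* was -1.10. The median is that of rows selected for their fold, so re-centring turns every lower fold weaker than -2.21 positive by construction. The re-centred folds are therefore not evidence that these genes were unchanged.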

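The cellular component lysosome was given to 66 of 1413 higher coding rows with any cellular component term in the authors' deposited table (4.67%) and to 7 of 1857 such lower rows (0.377%), an odds ratio of lower against higher rows of 0.0772 (two-sided Fisher's exact test, p = 1.48e-17, adjusted p = 2.96e-17 by the Benjamini-Hochberg method over 4 terms). The component extracellular region was given to 182 higher rows (12.9%) and 62 lower rows (3.34%), with an odds ratio of 0.234 (same test, adjusted p = 3.38e-24). The biological process response to hormone was given to 9 higher rows and 1 lower row (same test, adjusted p = 0.00151). These rows are not independent replicates either. With a linear fold of 3 in place of 2, 22 higher genes carried the term lysosome and 79 the term extracellular region. The higher gene *Lhcgr*, which encodes the receptor of luteinizing hormone, averaged 7.14 in wild-type and 10.11 in *Ctcf*-cKO in the authors' deposited table (authors' adjusted p = 0.000643).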

Functional clustering of coding genes that were up-regulated in the *Ctcf*-cKO testis, showed the most significant annotation clusters to correspond to genes associated with cellular components, such as lysosomes, vacuoles and extracellular regions, and to biological processes related to responses to hormones and endogenous stimuli (Supplementary Data S6). The coding genes being up-regulated in the *Ctcf*-cKO testis were not further analyzed here.

In order to evaluate if down-regulation of gene expression in spermatids in *Ctcf*-cKO mice is linked to CTCF presence at the corresponding promoters (plus/minus 2 Kb around the TSS) or enhancers (2–20 Kb upstream of the TSS), we performed a comparison of the CTCF ChIP-seq data (GSE70764) to the data set GSE21447 in the GEO database and to our microarray expression assay. Our analysis identified 1289 and 2867 genes that had CTCF bound to the promoters or enhancers, respectively, and that were predominantly expressed in round spermatids (Supplementary Data S7). 

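Overlaps were counted between the gene symbols of Supplementary Data S7 and the first symbol of each coding row in the authors' deposited table. Of the 1289 symbols on the promoter list, 168 matched a lower row (13.0%), 45 matched a higher row (3.49%) and 1076 matched none. The paper's sublists of down-regulated genes hold 169 symbols for promoters and 376 for enhancers, of which 168 and 375 matched a lower row; the full enhancer list was not analysed here. The symbol of these sublists without a match was *March10* in both. Its row, at positions 105360798 to 105456735 of chromosome 11, carries the number 38776 in place of a symbol and has a fold of -2.33 in the authors' deposited table. With the symbols of 3 such rows restored by their positions in Supplementary Data S1 and S2, an alternative chosen after the data had been seen, the counts were 169 and 376. With a linear fold of 3 in place of 2, 21 promoter genes and 48 enhancer genes were lower.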

We found, however, only 169 genes (13% of the 1289 genes with CTCF on promoters) and 376 genes (13% of the 2867 genes with CTCF on enhancers) to be down-regulated in *Ctcf*-cKO testis (Supplementary Fig. S5 and Supplementary Data S7). Our results therefore show that in most cases the expression of genes with CTCF bound to their promoters in round spermatids, is not affected in *Ctcf*-cKO mice. Furthermore, a large majority of the genes found to be down-regulated in spermatids in *Ctcf*-cKO mice, do not have CTCF bound to their promoters or enhancers. Thus, down-regulation of gene expression in spermatids in *Ctcf*-cKO mice is in most cases not a result of CTCF binding to the promoters or enhancers of the genes being down-regulated. It is instead likely that the observed changes in gene expression in spermatids in *Ctcf*-cKO mice are caused by aberrant chromatin organization in mutant sperm, resulting from CTCF depletion.

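The paper's sublists of down-regulated promoter and enhancer genes hold 452 distinct symbols together, with 93 on both. Of the 2450 distinct lower coding genes in the authors' deposited table, 451 (18.4%) were on either sublist and 1999 (81.6%) were on neither. The sublists were restricted by the authors to genes predominantly expressed in round spermatids, so the 1999 genes can include genes that have CTCF at the promoter or enhancer and are expressed mainly elsewhere. The median fold of lower rows in the authors' deposited table was -2.44 both for genes on the promoter list and for the other coding genes. Rows enter only past the same fold threshold, and the other coding genes include genes of the enhancer sublist. These medians therefore do not test an effect of CTCF binding. From the overlaps in both directions, the paper concludes that the lower expression is in most cases not a result of CTCF binding at the genes themselves.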

### Histone retention in mature sperm is disrupted in *Ctcf*-cKO mice

It has been shown that positions along chromosomes at which histones are retained in spermatozoa, frequently overlap with DNA binding motifs bound by CTCF^9^. We hypothesized that disrupted expression of CTCF during spermiogenesis, would impair histone retention in mature sperm. To monitor histone levels in mature sperm depleted for CTCF, the *Ctcf*-cKO strain was crossed with a mouse strain expressing a nuclear encoded histone H2B-mCherry fusion protein^32^, and mature sperm then were isolated from cauda epididymis. We found the histone H2B-mCherry fusion protein to be preferentially localized at the posterior region of the sperm head in wild-type mice (Fig. 4). In contrast, a majority (56%) of the sperm isolated from *Ctcf*-cKO/H2B-mCherry mice did not display a histone H2B-mCherry signal (Fig. 4), strongly indicating that CTCF contributes to histone retention in mature sperm.

### Meiotic progression is not affected in *Ctcf*-cKO mice

The histochemical analysis of *Ctcf*-cKO testis revealed no abnormalities in the formation or the differentiation of spermatocytes (Fig. 1C). This was surprising, as immunostaining of testis sections from *Ctcf*-cKO mice showed CTCF expression to be abrogated in mutant spermatocytes (Supplementary Fig. S2). To further analyze this, spermatocytes were isolated from the testis of *Ctcf*-cKO and wild-type mice and immuno-labeled with an antibody against CTCF. We found that whereas CTCF labeled the XY body in spermatocytes in wild-type mice, no CTCF labeling of the XY body was observed in *Ctcf*-cKO spermatocytes (Fig. 5A,B). In order to find out if CTCF depletion had a more subtle effect on meiotic progression in spermatocytes, we used antibodies against the synaptonemal complex proteins SYCP3 and SYCE2, the cohesin complex proteins REC8, RAD21 and RAD21L and the recombination protein MLH1, as markers to monitor progression of meiosis in spermatocytes in *Ctcf*-cKO mice^33^,^34^,^35^,^36^,^37^,^38^,^39^,^40^. We observed no obvious differences in the expression patterns of these markers in *Ctcf*-cKO and wild-type spermatocytes, suggesting that neither the organization of the axes of meiotic chromosomes, formation of the synaptonemal complex, or the formation of mature recombination intermediates, were affected by depletion of CTCF (Fig. 6A,B, Supplementary Figs S6 and S7). The XY body in spermatocytes becomes transcriptionally silenced during meiosis^41^,^42^,^43^. The preferential localization of CTCF at the XY body in wild-type meiotic cells (Fig. 5A), suggested that CTCF could contribute to XY body formation. We found that 50% of the pachytene and diplotene spermatocytes in *Ctcf*-cKO mice displayed an abnormal γH2AX distribution pattern (Fig. 6C,D). However, analysis of the distribution patterns of proteins that contribute to the functional organization of the sex body, including ATR^44^, RNA Polymerase II^42^,^45^ and MDC1^46^, failed to identify any changes in the expression pattern of these proteins in *Ctcf*-cKO spermatocytes relative to wild-type spermatocytes (Supplementary Fig. S7). Furthermore, X-Y chromosome pairing was not affected in spermatocytes at the pachytene stage of meiosis in *Ctcf*-cKO mice (Supplementary Fig. S7). 

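The genes *Stra8*, *Rec8*, *Rad21*, *Rad21l*, *Sycp3*, *Syce2*, *Syce3* and *Tex12*, 8 in all, have no row among the 7580 rows analysed here. The paper's reported linear folds for them in Supplementary Data S3 run from -1.95 for *Tex12* to 1.42 for *Rad21*, with 7 below 0 and 1 above it. Of these paper's folds, 6 lie between -1.95 and -1.77 (*Syce2*), near the threshold of 2 in size. Of 8 other genes listed in advance as genes of primary spermatocytes, 7 have a row in the authors' deposited table and *Prdm9* has none. All 7 were lower in the authors' deposited table, with folds from -2.96 for *Meiob* to -2.05 for *Dmc1* and a median of -2.34. After re-centring on the median of all rows, 5 of them were below 0 and *Sycp1* (1.01) and *Dmc1* (1.08) were above it. The folds of *Sycp1* and *Dmc1* are weaker than that median of selected rows, so their turn follows from the construction. *Sycp2*, on chromosome 2 from 178345293 to 178407685, averaged 10.68 in wild-type and 9.24 in *Ctcf*-cKO in the authors' deposited table, a fold of -2.71 with an authors' adjusted p of 0.00525. *Spo11* averaged 8.74 and 7.41 in the authors' deposited table, a fold of -2.51 with an authors' adjusted p of 0.00104. The RNA came from whole tubules by the paper's methods and from testes by the sample titles, so these values are averages over all cell types present.

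**Figure D2:**
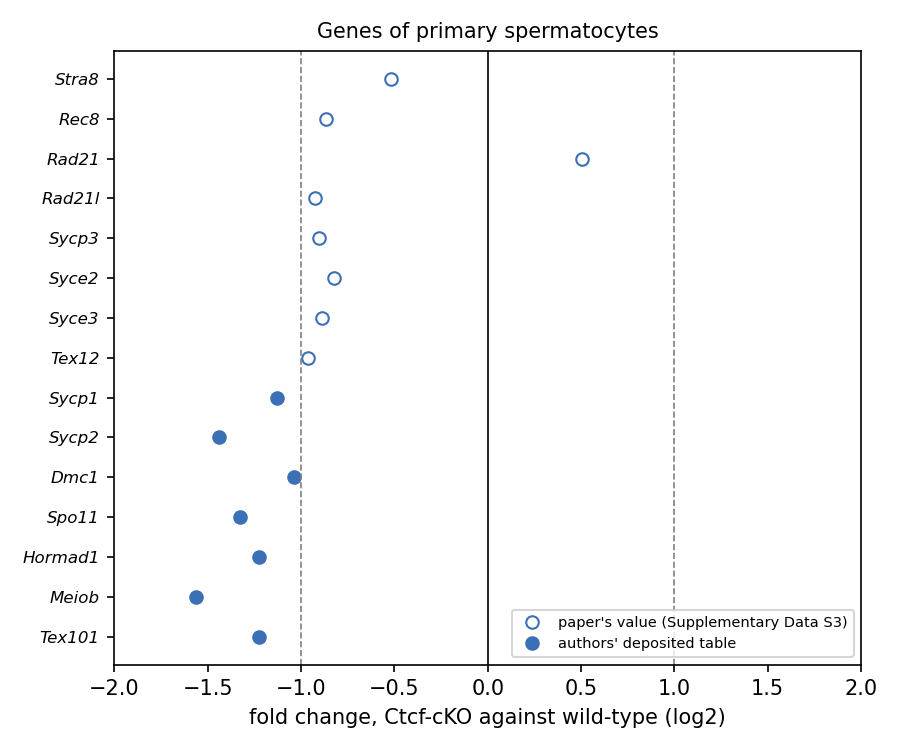
Fold change of *Ctcf*-cKO against wild-type (log2, horizontal axis) of genes of primary spermatocytes; open circles are the paper's values from Supplementary Data S3, filled circles are from the authors' deposited table, and dashed lines mark a linear fold of 2. The 7 filled circles lie left of the dashed line by selection of the table. *Sycp1* and *Dmc1* turn to 1.01 and 1.08 after re-centring on the median of all selected rows, which follows from the construction. Of the 8 open circles, 7 lie below 0.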

We found that the expression levels of coding genes preferentially expressed in primary spermatocytes in wild-type mice (e.g., *Stra8*, *Rad51*, *Mlh1*, *Rec8*, *Rad21*, *Rad21l*, *Sycp3*, *Syce2*, *Syce3*, *Tex12*), were not affected in *Ctcf*-cKO testis (Supplementary Data S3), in agreement with the lack of phenotypic changes observed in spermatocytes in *Ctcf*-cKO mice. In summary, our experiments do not reveal a significant role for CTCF during meiosis in *Ctcf*-cKO mice.

## Discussion

We have here analyzed the role of CTCF during male germ cell development. Conditional inactivation of the *Ctcf* gene in pre-leptotene spermatocytes drastically depleted CTCF protein levels in spermatocytes and spermatids and resulted in impaired spermiogenesis and infertility. Elongated spermatids in *Ctcf*-cKO mice showed aberrant chromatin compaction and manchette formation, whereas mature sperm displayed abnormal head and tail structures, and loss of histone retention. Thus, CTCF has an important role in the formation of mature germ cells.

Gene expression analysis, using RNA microarrays, identified a large number of genes that were down-regulated in the testis in *Ctcf*-cKO mice. A majority of the down-regulated genes were expressed in round spermatids, many of them contributing to the structural organization of spermatozoa in wild-type mice. We found that a large majority of the genes that were down-regulated in spermatids in *Ctcf*-cKO mice, did not have CTCF bound to their promoters or enhancers in spermatids in wild-type mice, and of the genes that had CTCF bound to their promoters or enhancers in spermatids in wild-type mice, only 13% (for both cases) were down-regulated in *Ctcf*-cKO mice. We therefore conclude that in a majority of cases, the observed changes in gene expression *Ctcf*-cKO mice, is likely to be caused by aberrant chromatin organization in mutant spermatids.

DNA compaction during spermiogenesis is dependent on the replacement of histones with sperm-specific protamines^4^,^24^. Haploinsufficiency for the *Prm1* gene in mice affects sperm head and tail morphology, as well as chromatin compaction, in spermatozoa isolated from the cauda epididymis, resulting in infertility^7^,^8^. We found the levels of PRM1 in spermatozoa to be sharply reduced in spermatozoa from *Ctcf*-cKO mice, whereas the levels of PRM2 appeared to be unaffected, resulting in a changed PRM1:PRM2 ratio. *Prm1* transcription levels were unaffected in the *Ctcf*-cKO mice, thus suggesting a post-transcriptional regulation of protamine deposition, as suggested for the weak immunolabaleling pattern of PRM1 on *Ctcf*-cKO testis sections. The similarities in the phenotypes seen for spermatozoa in *Ctcf*-cKO mice and PRM1 haploinsufficient mice, suggest that a reduced expression of PRM1 in *Ctcf*-cKO spermatozoa affects chromatin compaction, and as a consequence also manchette organization, sperm head and tail formation.

The sperm count in the cauda epididymis of *Ctcf*-cKO mice was reduced by approximately 90% relative to the situation in wild-type mice, whereas the sperm count in haploinsufficient PRM1 mice was reduced by approximately 35%^7^. The further reduced sperm count in *Ctcf*-cKO mice, compared to haploinsufficient PRM1 mice, could be a result of the lower PRM1 levels observed in *Ctcf*-cKO mice, relative to the situation in haploinsufficient PRM1 mice. Alternatively, the drastically reduced sperm count in *Ctcf*-cKO mice could result from the down-regulation of genes that take part in the structural organization of elongated spermatids and spermatozoa, for example *H1fnt*, *Hook1*, *Spem1*, *Spata16*^27^,^28^,^29^,^30^,^31^. Thus the observed reduced expression of these genes in spermatids is likely to add to the aberrant organization of spermatozoa in *Ctcf*-cKO mice.

A direct role of CTCF in histone retention on specific DNA sequences in mature mouse sperm has been suggested by the presence of nucleosomes at CTCF binding motifs in mature sperm^9^ and by the presence of CTCF on promoters in round spermatids, many of which show histone retention in mature sperm^18^. Core histones have been immunolocalized to the periphery of the mature mouse sperm nucleus^47^ while histone H4 and the testis specific histone H2B (TH2B) have been immunolocalized to the center of the sperm nucleus, overlapping with the DAPI-rich chromocenter^9^. Furthermore, the presence of all the five canonical histones in mature sperm has been detected by mass spectrometry^48^. We analyzed if CTCF depletion would impair histone retention in mature sperm, using a mouse strain expressing a nuclear encoded histone H2B-mCherry fusion protein^32^, this approach allowed us to monitor histone retention in mature sperm without the need of permeabilization and altering sperm structure to allow histone detection using antibodies. We found that while the histone H2B-mCherry fusion protein preferentially localized to the posterior region of the sperm head in wild-type mice, a majority (56%) of the sperm isolated from *Ctcf*-cKO/H2B-mCherry mice did not display a histone H2B-mCherry signal. Thus, CTCF depletion results in an accelerated loss of histone from chromatin in nuclei of mature sperm. CTCF is the only transcription factor that has been shown to produce well-positioned nucleosomes around its DNA binding sites^49^. This property could be important to retain specific histone variants during nucleosome replacement in elongating spermatids. Furthermore, a recent model proposes that resistance to load transition proteins prior to protamine deposition may be mediated by a DNA-binding protein that recognize unmethylated DNA sequences^10^, thus the ability of CTCF to bind preferentially to its unmethylated DNA-binding motif 50,51 makes CTCF a strong candidate to contribute to histone retention in elongating spermatids. Histone retention in mature sperm has been have been suggested to be a mechanism to transfer epigenetic memory from the sperm chromatin to the embryo^9^,^10^,^11^,^52^,^53^, thus our mouse model provides an opportunity to assay the effects of histone retention in mature sperm.

CTCF ha been shown to act as a global regulator of chromatin organization in somatic cells^15^,^17^. Brother of Regulator of Imprinting Sites (BORIS) arose from a gene duplication of *Ctcf* during early evolution in amniotes and its physiological expression is restricted to male germ cells and aberrantly expressed in some cancer cells^54^,^55^. Both proteins are expressed throughout spermatogenesis of mammals, although the detailed expression pattern of BORIS is still debated^18^,^21^,^55^. Analysis of *BORIS*-KO mice has discovered BORIS to be dispensable for mice fertility, revealing only a small reduction in the number of round spermatids^56^. We show here that *Ctcf*-cKO mice display infertility, a drastic reduction of testis weight, low mature sperm counts, severe structural defects in elongated spermatids and mature sperm, and down-regulation of genes in spermatids required for formation of sperm. Therefore CTCF, but not BORIS, contribute in a critical way to sperm fertility in male mice.

## Methods

### Generation of a male germ line-specific conditional knockout mouse model

Animal care and methods described here were carried out in accordance with the regulations set up by the Swedish National Board of Agriculture. Experimental protocols were approved by the Karolinska Institutet biosafety committee and the Swedish National Board of Agriculture. The mice used in the study had a C56BL/6J background. A mouse strain with floxed *Ctcf* alleles^19^ (*Ctcf*^*f/f*^) was crossed with a Stra8-cre (*Stra8-iCre*) transgenic mouse strain (Tg(Stra8-cre)1Reb/J from the Jackson laboratory). The *Stra8-iCre* transgene effectively targets genes at the pre-leptotene stage of meiosis I^20^, and reach full penetrance at the pachytene stage^57^ in male mice. To maximize the efficiency of the *Stra8-iCre* transgene^58^, we used a heterozygous mouse strain in which one copy of *Ctcf* gene was excised, leaving one copy being floxed (*Stra8-iCre-Ctcf*^*f/Δ*^ or *Ctcf*-cKO). We used mice that were 12 to 15 weeks old to minimize age-related variations. We compared the *Ctcf*-cKO (*Stra8-iCre-Ctcf*^* f*/*Δ*^) strain to the wild-type littermates of genotype *ctcf*^* f /f*^, *ctcf*^* wt/f*^ or *ctcf*^* wt/wt*^ and to the heterozygous littermates of genotypes *Stra8-iCre-ctcf*^* f/wt*^, *Stra8-iCre-ctcf*^*Δ*/wt^, *ctcf*^* f*/*Δ*^ or *ctcf*^*Δ*/*wt*^. No difference in body or testes size was observed for wild-type (*Ctcf *^*wt/wt*^) relative to strains having one wild-type and one floxed *Ctcf* allele (*Ctcf*^* wt/f*^) or strains having both *Ctcf* alleles floxed (*Ctcf*^* f/f*^) and these mouse strains were therefore referred to as “wild-type”. To generate the *Ctcf*-cKO mice strain in a H2B-mCherry genetic background, we crossed heterozygous mice of the *Ctcf*-cKO strain with homozygous mice of the reporter mice strain R26-H2B-mCherry^32^ (CDB accession number: CDB0239K, http://www.cdb.riken.jp/arg/mutant%20mice%20list.html) for several generations until obtain *Ctcf*-cKO/H2B-mCherry mice.

### Histologic analysis and Immunofluorescence

Testes were prepared for immunohistochemistry by fixing with Histochoice (Electron Microscopy Science), dehydrated and paraffin embedded. Sections (6 μm thick) were mounted on glass slides stained with hematoxylin and eosine or processed for immunostaining. For Immunostaining, antigen retrieval was performed using an antigen retrieval citra plus method (BioGenex), according to the manufacturer’s instructions. Samples were then subjected to immunostaining. Nuclear spreads of testicular cells were performed as previously described^59^. The following antibodies and dilutions were used: mouse anti-SYCP3 (Santa Cruz Biotechnology), 1:400; rabbit anti-CTCF (Upstate), 1:400; guinea pig anti-SYCE2^60^, 1:200; rabbit anti-γH2AX (Upstate Biotechnology), 1:100; guinea pig anti-histone H1t (kindly provided by N. Hunter), 1:1000; monoclonal mouse anti-Hup 1N (Protamine 1, Briar Patch Biosciences LLC), 1:200; monoclonal mouse anti-Hup 2B (Protamine 2, Briar Patch Biosciences LLC), 1:200; goat anti-ATR (Santa Cruz Biotechnology), 1:100; rabbit anti-MDC1 (Abcam), 1:100; rabbit anti-RAD21 (Abcam), 1:200; rabbit anti-REC8^38^, 1:200; rabbit anti-RAD21L^38^, 1:200; guinea pig anti-REC8^60^, 1:200; guinea pig anti-SYCE1^60^, 1:500 and mouse anti-MLH1 (Pharmigen), 1:50. Signals were visualized using secondary antibodies as follows: donkey anti-mouse Alexa Fluor 488 (Invitrogen), 1:1000; donkey anti-mouse Cy2 (Jackson ImmunoResearch), 1:200; donkey anti-guinea pig Cy3 (Jackson ImmunoResearch), 1:600–1:1000; swine anti-rabbit FITC (DakoCytomation), 1:400; and donkey anti-rabbit Cy5 (Jackson ImmunoResearch), 1:1000. Stained slides were mounted and DAPI-stained using ProLong Gold (Invitrogen). Image acquisition of a single focal plane was done using a Leica microscope with a Hamamatsu camera and Openlab 3.1.4 software (Improvision). Image processing and analysis was carried out using the Volocity soft ware package (Perkin Elmer). FISH was performed according to the protocol provided by the probe manufacturer using a chromosome paint probe for chromosome Y together with a point-probe hybridizing with DXMit190 loci located on chromosome X (ID Labs Inc.). Spermatocytes were staged according to DNA morphology and SYCP3 staining.

### TUNEL assay

Testis sections were labeled according to the manufacturer’s instructions (ApopTag Red Insitu Apoptosis kit, Milliport). Seminiferous tubules, sectioned transversally, with TUNEL positive and TUNEL negative elongated cells were counted. In total 79, 142 and 261 transversally sectioned seminiferous tubules from two wild-type, two heterozygote and two *Ctcf*-cKO mice were used for analysis, respectively. The number of TUNEL positive elongated spermatids within every tubule was used to obtain the average of TUNEL positive elongated spermatids per positive-labeled tubule.

### Electron microscopy

Small pieces of testis were fixed in 2.5% glutaraldehyde plus 4% PFA in cacodylate buffer (pH7.2). After postfixation with 2% OsO4, pre-embedding staining was performed with 0.5% uranyl acetate. Samples were dehydrated through graded ethanol solutions, embedded in epoxic-resin durcupan ACM (Electron Microscopy Sciences) and polymerized for 48 hrs at 60 °C. Sample preparation of epididymal sperm was performed as previously reported^61^. 80 nm ultra-thin sections were collected on formvar/carbon-coated one-slot copper grids (Agar scientific), contrasted with uranyl acetate and lead citrate before examination in a transmission electron microscope (Philips, CM120) with a voltage acceleration of 100 kilovolts.

### Immunoblotting

Testes were homogenized in a buffer containing 0.32 M sucrose, 10 mM HEPES (pH 7.4), 1 mM phenylmethylsulfonyl fluoride (PMSF), and the complete protease inhibitor cocktail (Roche). After centrifugation at 1000 × *g*, the supernatant was collected as cytoplasmic extracts. The pellet was resuspended in RIPA buffer (50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 1 mM EDTA, 1% NP-40, 0.5% Na-deoxycholate, 0.1% SDS, and protease inhibitors). After sonication and centrifugation at 16000 × *g*, the supernatant was recovered as nuclear extracts. Extracts were separated on a 4–15% Mini-PROTEAN TGX Stain-Free Precast Gels (BioRad) in Tris–glycine running buffer and were subsequently transferred onto PVDF membranes with the Trans-Blot Turbo Transfer System (BioRad). To detect CTCF and Lamin B1 the following antibodies and dilutions were used: rabbit anti-CTCF (Upstate), 1:1000; and goat anti-Lamin B1 (M20) (Santa Cruz Biotechnology), 1:300. Signals were detected with horseradish peroxidase-conjugated secondary antibodies and visualized by ECL Prime (GE Healthcare). The quantitative evaluation of the bands was carried out with Image Lab software (BioRad).

### Analysis of sperm from the cauda epididymis

The cauda epididymides from wild-type, *Ctcf*-cKO and *Ctcf*-cKO/H2B-mCherry mice were placed on a petri dish with 300 μl of PBS and cut into smaller pieces to release sperm. After 30 min of incubation, the sperm containing solution was collected. Small aliquots of the sperm solution (5 μl) were taken for sperm counts and the rest of the solution was diluted 1:1 with a 4% PFA solution. 100 μl of sperm solution was placed on poly-l-lysine covered slides and air-dried for 30 min. Dried slides were mounted with ProLong Gold antifade reagent with DAPI (Invitrogen) or stained with hematoxylin-eosine and visualized under florescence microscopy or bright filed microscopy.

### Extraction of sperm nuclear proteins from cauda epididymis sperm and immunoblotting

The cauda epididymis from wild-type or *Ctcf*-cKO mice were placed on a petri dish with 60 μl of Hanks’ balanced salt solution (HBSS, SIGMA) and cut into smaller pieces to release sperm. After 30 min of incubation, the sperm-containing suspension was collected and sperm counting was done. Protein extraction was performed on fresh or frozen samples of sperm suspensions. Sperm tail dissociation and sperm nuclear protein extraction were performed as previously described^62^. For immunoblotting, the protein pellets were resuspended in Laemmli sample buffer and boiled at 90 °C for 10 min. Protein separation, transfer and immunoblotting were done as described above. To detect protamines 1 and 2, the following antibodies and dilutions were used: monoclonal mouse anti-Hup 1N (Briar Patch Biosciences LLC), 1:1000; and monoclonal mouse anti-Hup 2B (Briar Patch Biosciences LLC), 1:1000.

### Microarray and gene ontology analysis

Seminiferous tubules of wild-type and *Ctcf*-cKO mice were placed in RNA stabilization reagent RNAlater (QIAGEN). RNA was extracted and purified with the RNeasy kit (QIAGEN). Three independent wild-type and four independent *Ctcf*-cKO microarray analysis were performed using the GeneChip mouse transcriptome assay 1.0 (Affimetrix). Analysis of the microarray data was done according to Affimetrix guidelines. The microarray data passed all the quality controls of the Expression Console (Affimetrix) and transcriptional changes were monitor using the Transcription Analysis Console (Affimetrix). Microarray data have been deposited in the Gene Expression Omnibus database (GEO) with the following accession number: GSE76439. Analysis of the wild-type expression patterns of the miss-regulated coding genes in the *Ctcf*-cKO testis was done as previously reported^63^ using microarray gene expression data from FACS sorted testis populations that has been deposited in the Gene Expression Omnibus database (GSE21447)^64^ and visualized with the Qlucore Omics Explorer 3.1 (Qlucore AB, Sweden). Database for annotation, visualization and integrated discovery (DAVID) gene ontology (GO) analysis was performed using the DAVID Bioinformatics Resources database^25^,^26^.

### CTCF occupancy on gene promoters or enhancers

Genomic coordinates for the promoters (defined as plus/minus 2 Kb around the TSS^17^,^18^) and enhancers (defined as 2–20 Kb upstream of the TSS^17^) from the down-regulated, up-regulated (in the *Ctcf*-cKO testis) and genome-wide coding genes were based on the mouse mm9 assembly (July 2007 Build 37 assembly by NCBI and Mouse Genome Sequencing Consortium) and downloaded from the UCSC table browser (http://genome.ucsc.edu/)^65^. For each gene, coordinates corresponding to the canonical isoform were selected with the KnownCanonical table from the associated tables of the Table Browser. Files with the gene and promoter genomic coordinates were intersected with the genomic coordinates of CTCF occupancy in round spermatids (CTCF-Narrow-peaks-ChIP-seq data) from the GEO database (GSE70764)^18^ using BEDtools suite^66^. Intersection files were then visualized and analyzed with the Galaxy web-based platform (usegalaxy.org)^67^,^68^,^69^.

### Other methods

FACS sorting of testicular cells was done according to standard protocols^70^.

## Additional Information

**How to cite this article**: Hernández-Hernández, A. *et al*. CTCF contributes in a critical way to spermatogenesis and male fertility. *Sci. Rep.* **6**, 28355; doi: 10.1038/srep28355 (2016).

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

## Figures and Tables

**Figure 1:**
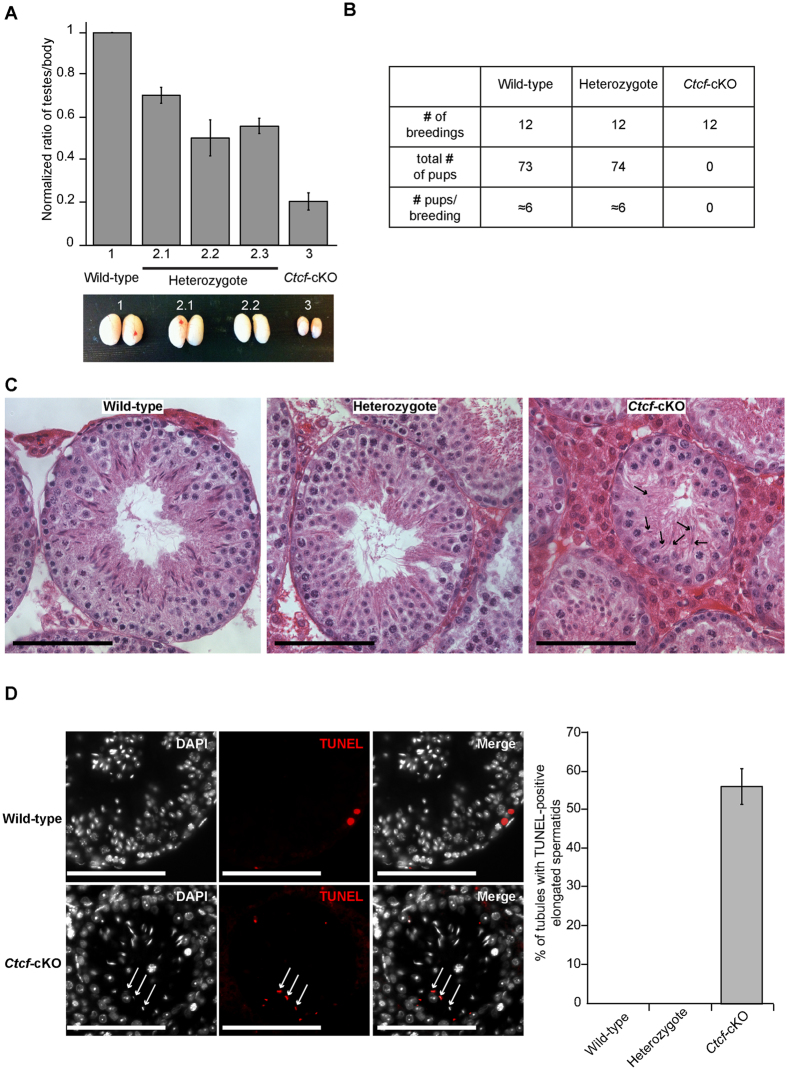
Conditional inactivation of *Ctcf* severely disrupts testis morphology and results in infertility and elongated spermatids apoptosis. (**A**) Testis size was reduced in the absence of *Ctcf*. Testes weight was plotted as a function of body weight in wild-type (1) (n = 7), heterozygote (2.1, 2.2, 2.3) (n = 3 for each genotype), and *Ctcf*-cKO (3) (n = 12) mice. Ratio testes/body were normalized against the wild-type littermates. (**B**) Breeding attempts showed that the *Ctcf*-cKO mice were infertile. (**C**) Hematoxylin and eosine staining of paraffin sections of seminiferous tubules from wild-type, heterozygote and *Ctcf*-cKO mice. Arrows indicate few elongated spermatids found in some of the seminiferous tubules in the Ctcf-*cKO* testis sections. (**D**) Wild-type and *Ctcf*-cKO testis sections were labeled using a TUNEL assay. TUNEL-positive elongated spermatids are indicated by arrows. Right panel shows the quantification of the TUNEL assay. 56% of the seminiferous tubules in the *Ctcf*-cKO mice contained on average three TUNEL-positive elongated spermatids, while no TUNEL-positive elongated spermatids were identified in wild-type or heterozygote testis. Two mice of each genotype were analyzed. Scale bars represent 100 micrometers.

**Figure 2:**
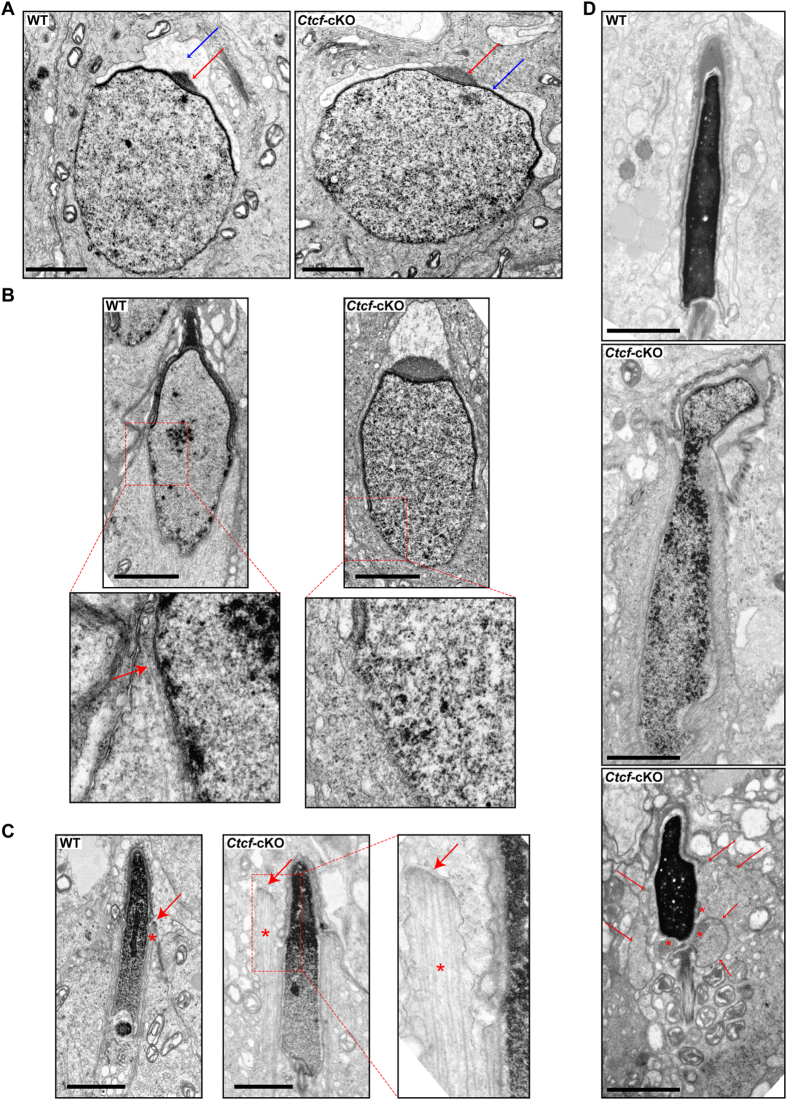
Elongated spermatids show chromatin compaction and sperm head defects in in *Ctcf*-cKO mice. (**A**) Round spermatids at stages 5–7 of spermiogenesis in wild-type (WT, left) and *Ctcf*-cKO mice (right). The arrows indicate the acrosome (red arrows) and the acrosome head cap (blue arrows). (**B**) Elongating spermatids at stages 8–10 of spermiogenesis in wild-type (WT, left) and *Ctcf*-cKO mice (right). Enlarged images of regions of spermatids at which manchette formation takes place are shown. Manchette formation appears to be impaired or delayed in *Ctcf*-cKO spermatids. The red arrow points to the microtubules of the manchette in the wild-type spermatid. (**C**) Elongating spermatids at stages 12–14 of spermiogenesis in wild-type (WT, left) and *Ctcf*-cKO mice (right). Microtubules (asterisk) of the normal manchette (arrow) in wild-type elongated spermatids are indicated. An abnormal manchette structure was apparent in *Ctcf*-cKO spermatids. A higher magnification of the manchette structure seen in the *Ctcf*-cKO spermatids, shows that the microtubules (asterisk) that constitute the manchette (arrow) display an aberrant organization relative to the sperm head. (**D**) Elongated spermatids at stages 15–16 of spermiogenesis in wild-type (WT, top) and *Ctcf*-cKO mice (second and third pictures from the top). *Ctcf*-cKO spermatids showed irregularities in chromatin compaction within the sperm head (middle picture), decompacted chromatin that protruded from the sperm head sperm (lower picture, asterisk) and head defects with a discontinuous nuclear membrane (lower picture, arrows). Scale bars represent 2 micrometers.

**Figure 3:**
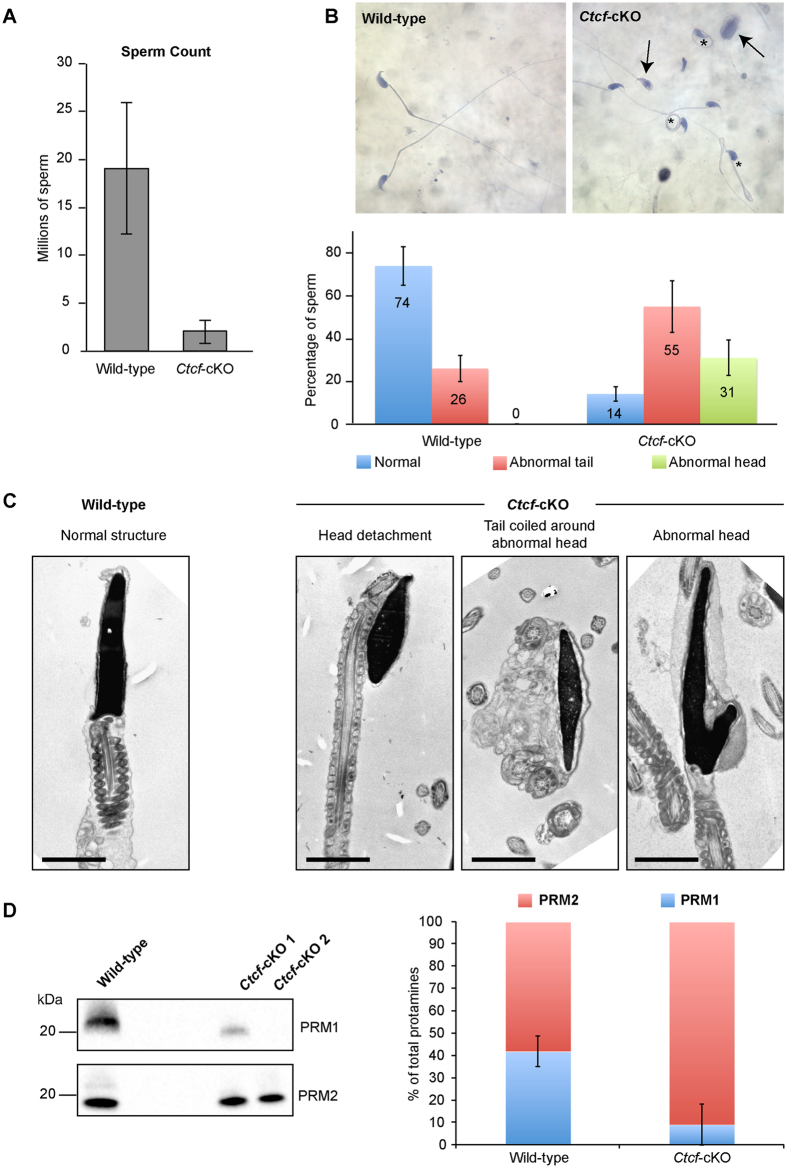
Mature spermatozoa in *Ctcf*-cKO mice display aberrant head and tail morphology and low protamine 1 levels. (**A**) The sperm count was reduced in *Ctcf*-cKO mice. Sperm from cauda epididymis for three wild-type and 12 *Ctcf*-cKO mice were analyzed. (**B**) Brightfield images of wild-type and *Ctcf*-cKO sperm. Aberrant head (arrows) and tail structures (asterisks) are found in spermatozoa in *Ctcf*-cKO mice. The results are summarized in a table below the brightfield images. Percentages of sperm from three biological replicates are indicated within the bars of the plot. (**C**) Electron microscopy analysis of *Ctcf*-cKO spermatozoa identified aberrant head and tail structures. Left, a wild-type sperm head showing normal head structure and tail attachment. Right, representative aberrant structures observed in the *Ctcf*-cKO spermatozoa. Scale bars represent 2 micrometers. (**D**) Reduction in protamine 1 (PRM1) levels in *Ctcf*-cKO sperm. Representative western blot of nuclear proteins from cauda epididymis sperm in one wild-type mice and two *Ctcf*-cKO mice. Right panel shows the quantification of western blot signals from three biological replicates. Immonoblotting of both protamines was done on the same membrane with an intermediate striping step, allowing comparing the relative percentages of the protamines in the same sample. The intensity of the two bands (PRM1 and PRM2) was set to 100% and used to obtain the relative percentage of the individual bands in the graph, showing and imbalance of the PRM1/PRM2 ration in *Ctcf*-cKO sperm. The PRM2 band was also used as indicator for loading control.

**Figure 4:**
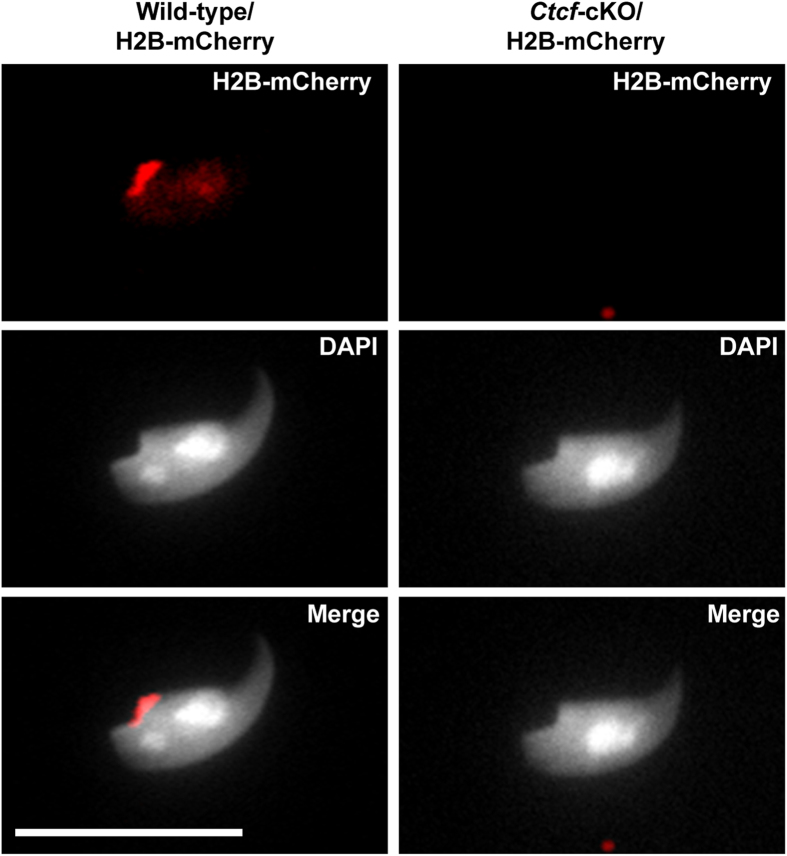
Histone retention defects in mature sperm of *Ctcf*-cKO testis. Histone H2B-mCherry localizes to the posterior region of the mature sperm head of wild-type/H2B-mCherry mice. Histone H2B-mCherry signal is absent from the mature sperm head of *Ctcf*-cKO/H2B-mCherry mice in 56% of the analyzed sperm. Calibration bar represents 10 micrometers.

**Figure 5:**
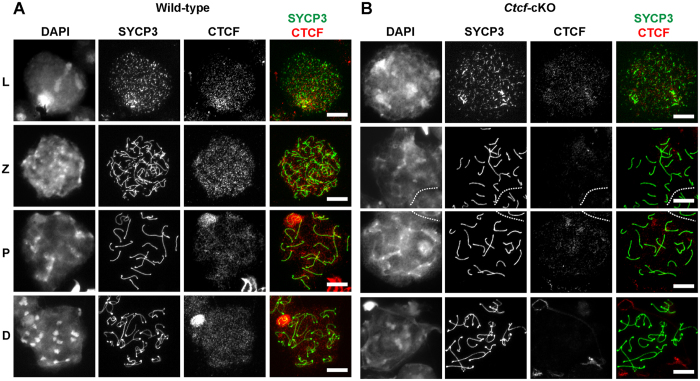
Localization of CTCF to the XY body is impaired in *Ctcf*-cKO meiotic cells. (**A**) Staining of spermatocytes at different stages of meiosis in wild-type testis using DAPI (stains DNA), a SYCP3 antibody and a CTCF antibody. SYCP3 labels the axis of meiotic chromosomes in a pattern unique to the different stages of prophase I, identifying spermatocytes at the leptotene (L), zygotene (Z), pachytene (P) and diplotene (D) stages of meiosis. The CTCF antibody preferentially labels the XY body in pachytene and diplotene meiotic cells in wild-type testis. (**B**) Staining of spermatocytes at different stages of meiosis in *Ctcf*-cKO testis using DAPI (stains DNA), a SYCP3 antibody and a CTCF antibody. A strong reduction of CTCF levels was observed in meiotic cells in *Ctcf*-cKO testes. Scale bars represent 10 micrometers.

**Figure 6:**
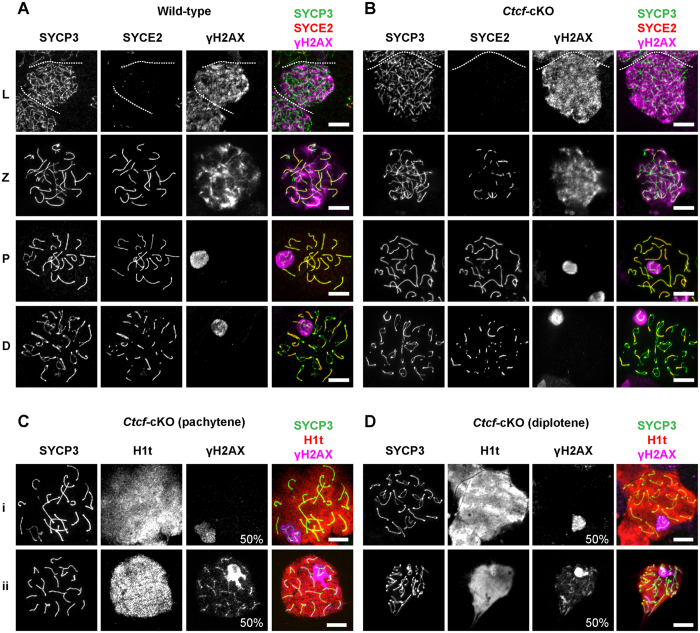
γH2AX staining patterns in spermatocytes from wild-type and *Ctcf*-cKO testis. (**A,B**) Labeling of wild-type and *Ctcf*-cKO spermatocytes with antibodies against SYCP3, SYCE2 and γH2AX. γH2AX labels DNA double strand breaks and the XY body, whereas SYCP3 and SYCE2 label the axis of homologous chromosomes and regions of synapsis between homologous chromosomes, respectively. Leptotene (L), Zigotene (Z), Pachytene (P) and Diplotene (D). (**C,D**) (i) Normal distribution of γH2AX at the XY body. (ii) Abnormal distribution of γH2AX at the XY body and automosomic axes in pachytene (around 50%) and diplotene (around 50%) spermatocytes of *Ctcf*-cKO testis. Labeling of spermatocytes at the pachytene and diplotene stages of meiosis was done using antibodies against SYCP3, histone H1t and γH2AX. H1t accumulates in spermatocytes at the midpachytene to diplotene stages of meiosis. Four mice of each genotype were used. Scale bars represent 10 micrometers.

# Supplementary material for: CTCF contributes in a critical way to spermatogenesis and male fertility
**Source:** Sci Rep. 2016 Jun 27;6:28355. doi: 10.1038/srep28355
**Supplement:** Supplementary Information

## **CTCF contributes in a critical way to spermatogenesis and male fertility**

Abrahan Hernández-Hernández<sup>1\*</sup>, Ingrid Lilienthal<sup>1</sup>, Nanaho Fukuda<sup>1,2</sup>, Niels Galjart<sup>3</sup> and Christer Höög<sup>1</sup>

Department of Cell and Molecular Biology,

Karolinska Institutet,

Berzelius väg 35, 171 77 Sweden.

**Supplementary Figures S1 – S7**

**Supplementary Data S1- S7**

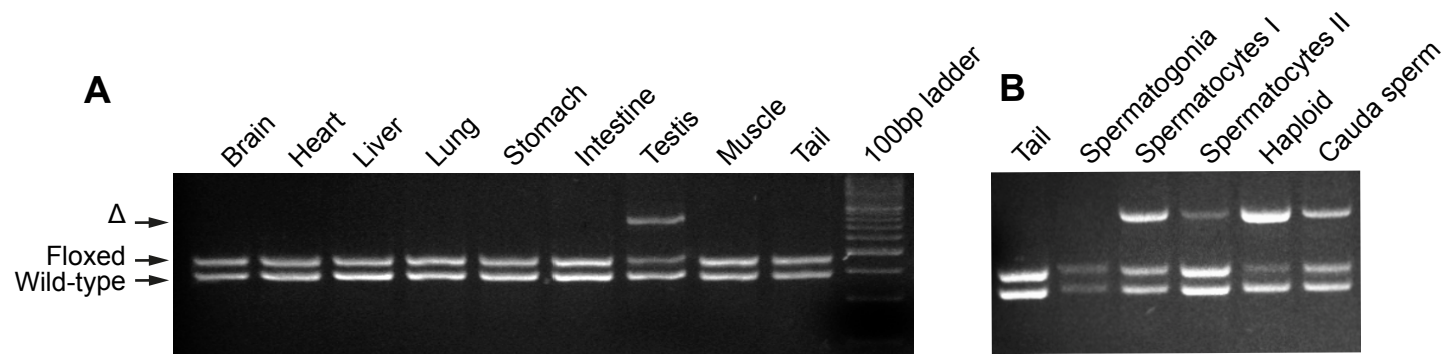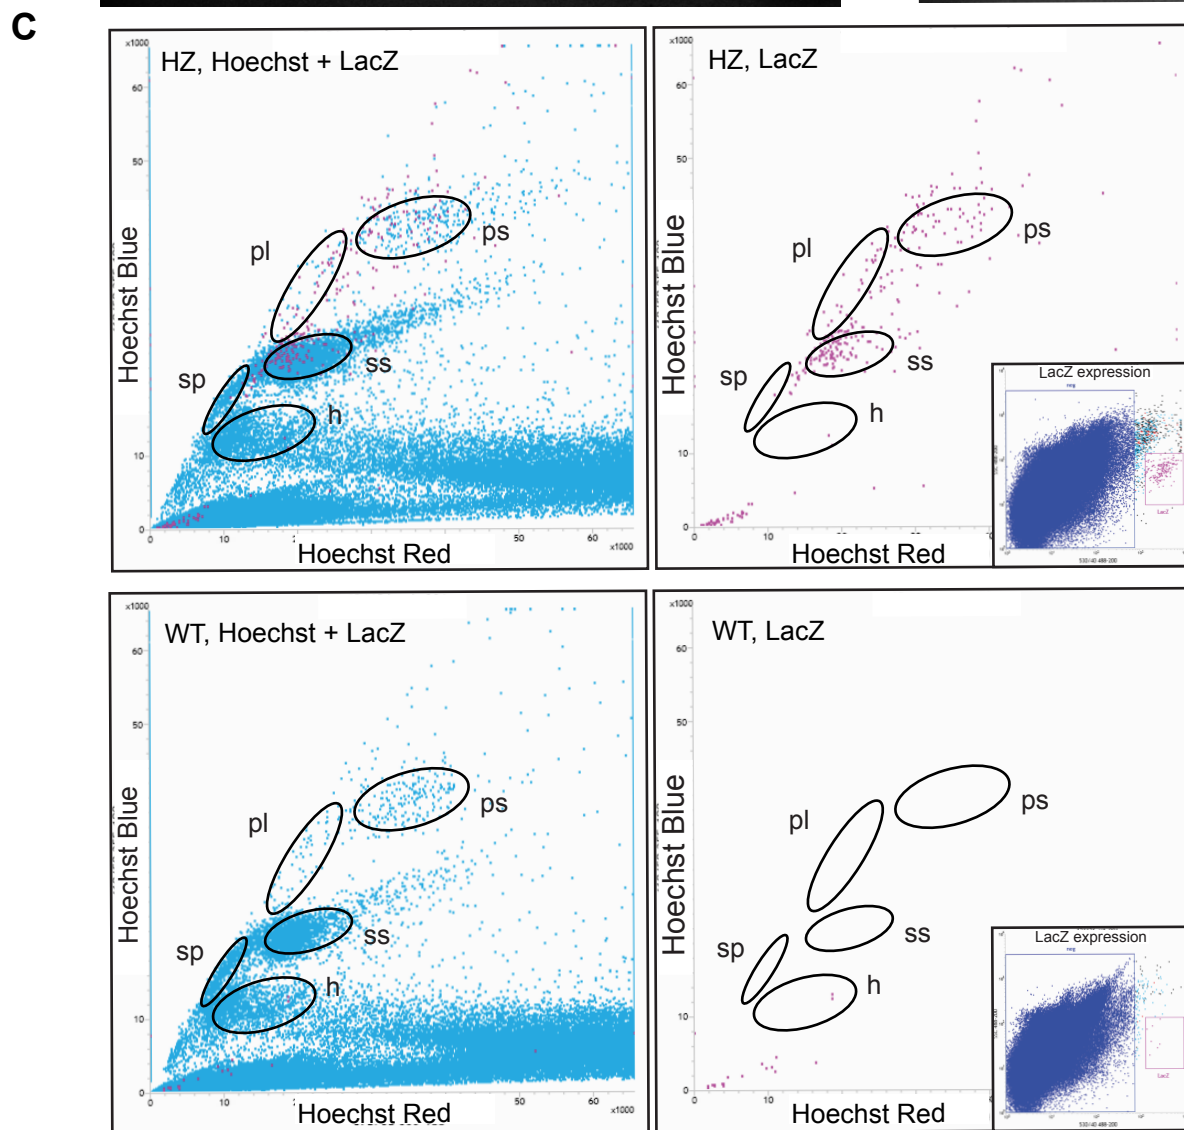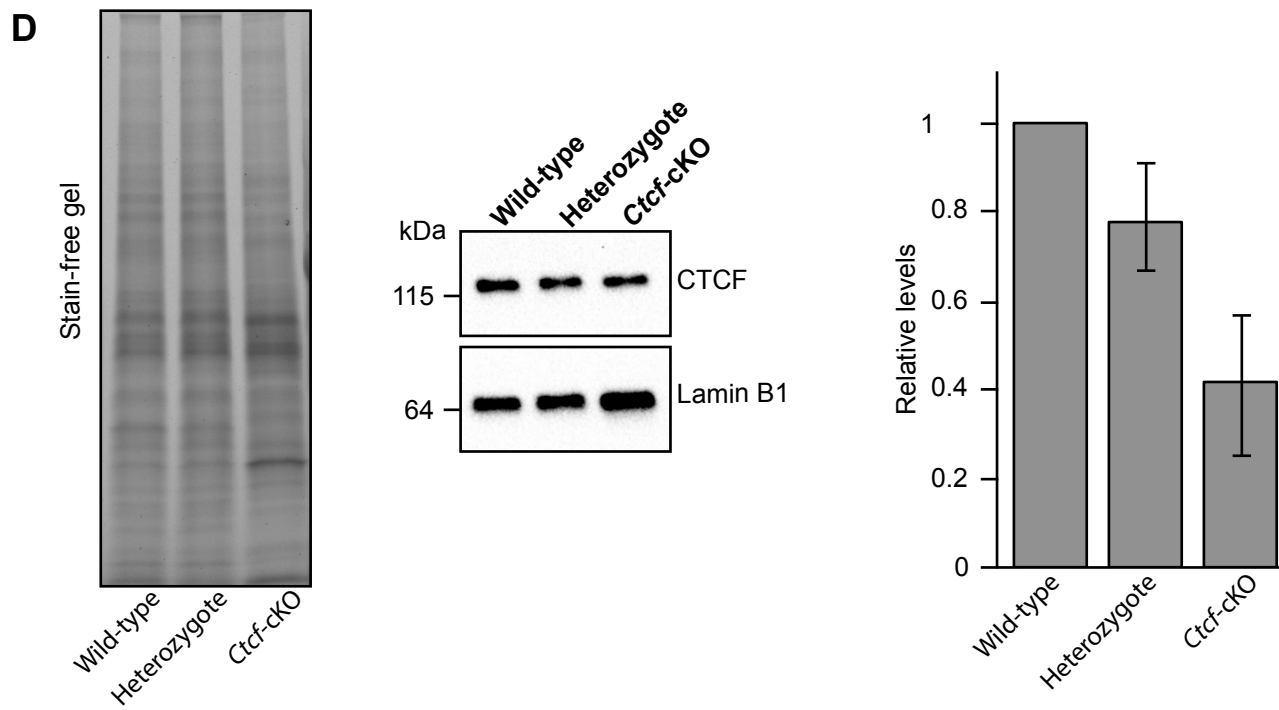

## **Supplementary Figure S1. Conditional inactivation of the *Ctcf* gene in spermatocytes**

(A) PCR analysis of different tissue types from mice heterozygous for the *Stra8-iCre* conditional *Ctcf* allele (*Stra8-iCre-Ctcf*<sup>wt/f</sup>) revealed that PCR bands representing the deleted gene ( $\Delta$ ) appeared only in testis. The bands representing floxed and wild-type alleles are indicated. (B) PCR analysis of FACS-sorted cells from testis of the *Stra8-iCre-Ctcf*<sup>wt/f</sup> strain. (C) FACS profiles showing Hoechst staining and LacZ expression. Merged Hoechst and LacZ profiles (left panel) and the LacZ profile alone (right panel) of testes from *Stra8-iCre-Ctcf*<sup>wt/f</sup> mice (HZ) and wild-type (W) are shown. Cell types indicated on the FACS profiles are: sp, spermatogonia; h, haploid; ss, secondary spermatocytes; pl, pre-leptotene; ps, primary spermatocytes. (D) Immunoblot analysis of CTCF nuclear levels in testis from wild-type, heterozygous and *Ctcf*-cKO mice (middle panel). Five micrograms of protein for every mouse genotype were loaded in each gel well. Stain-free polyacrylamide gel was used to visualize similar protein loading conditions (left panel). Anti-lamin B, that is expressed throughout spermatogenesis in rodents<sup>71</sup> was used as additional loading control. The right panel displays the relative quantification of the CTCF/Lamin B1 band intensities in the immunoblots from seven biological replicates.

**A** Wild-type

**B** *Ctcf*-cKO

DAPI

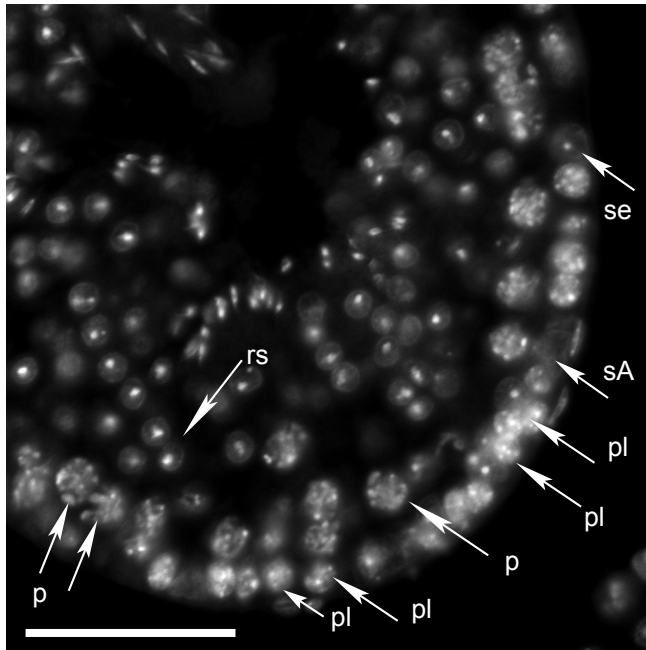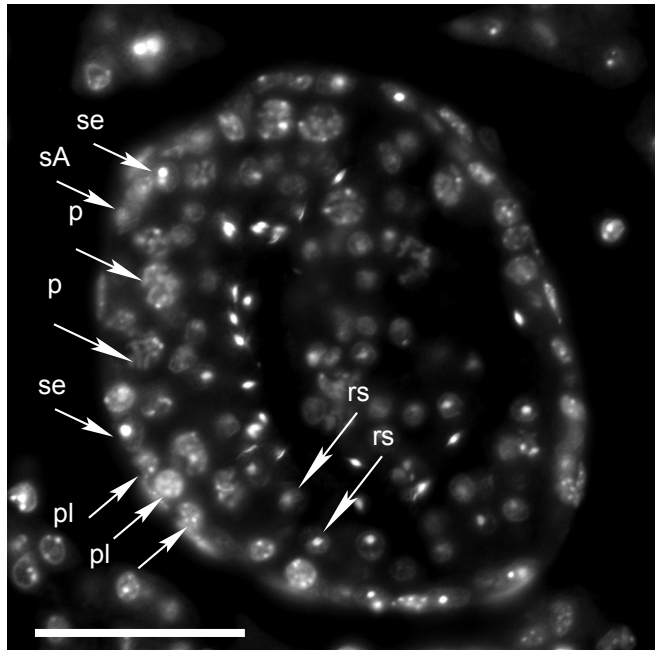

CTCF

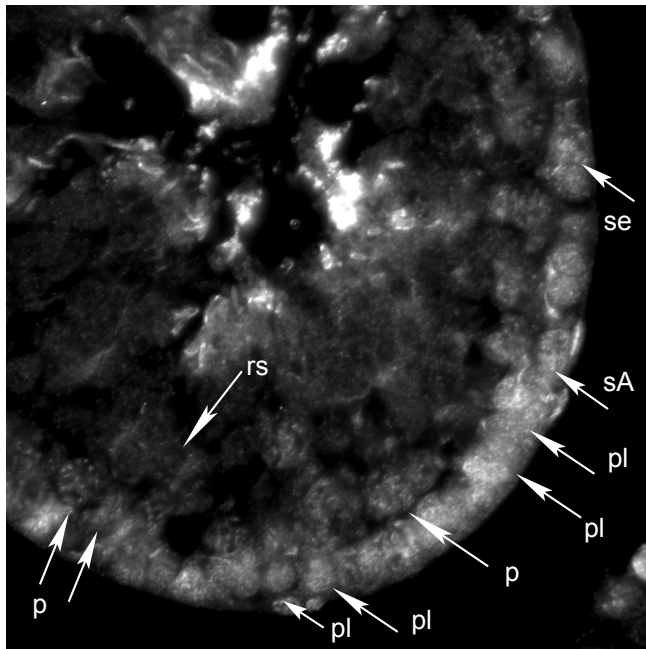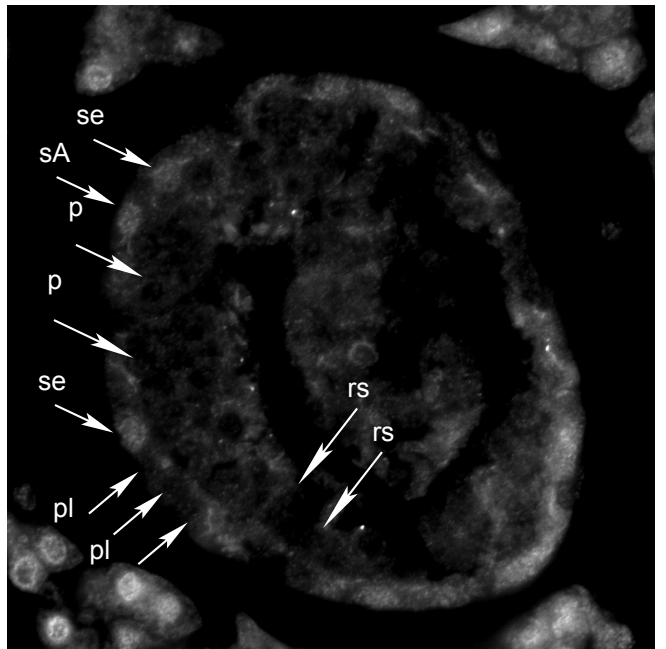

DAPI/CTCF

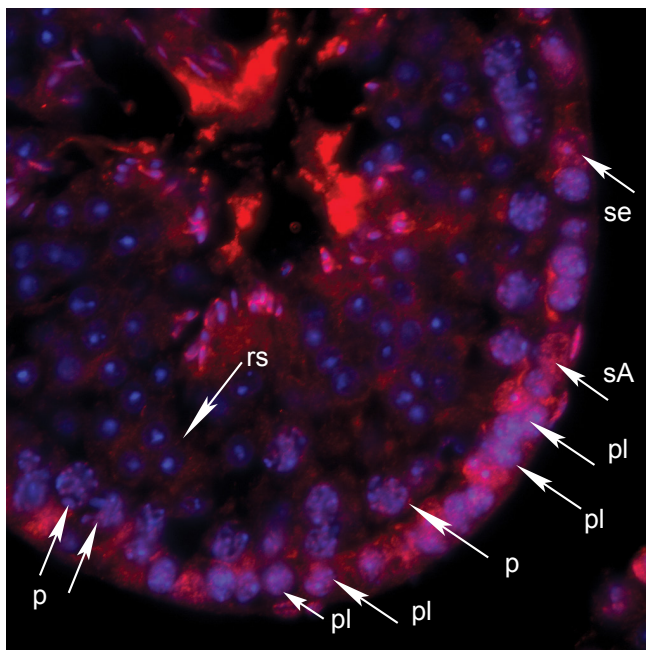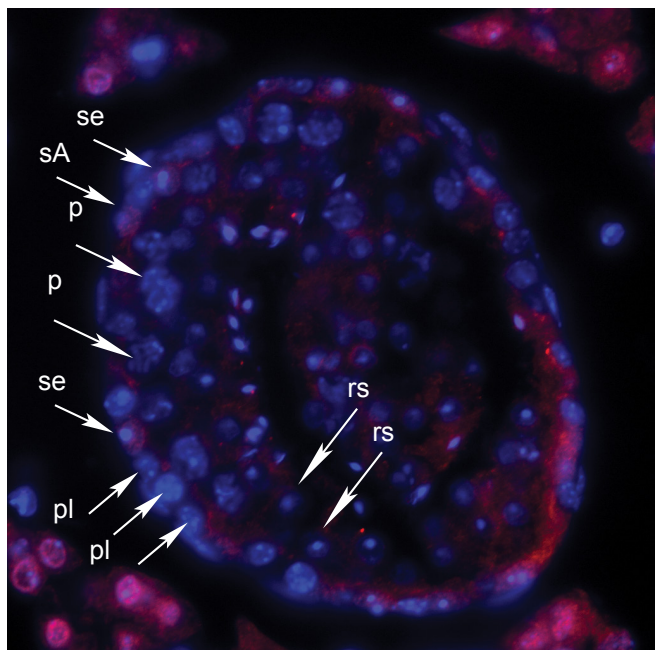

**Supplementary Figure S2. CTCF expression is reduced in *Ctcf*-cKO testis**

**(A-B)** Immuno-histological analysis of the abundance of CTCF in sections of paraffin-embedded testes of wild-type and *Ctcf*-cKO mice. Cell types in the sections are indicated as follows: p, pachytene; pl, pre-leptotene; sA, spermatogonia type A; se, Sertoli cell; rs, round spermatid. Scale bar represent 50 micrometers.

**Wild-type**

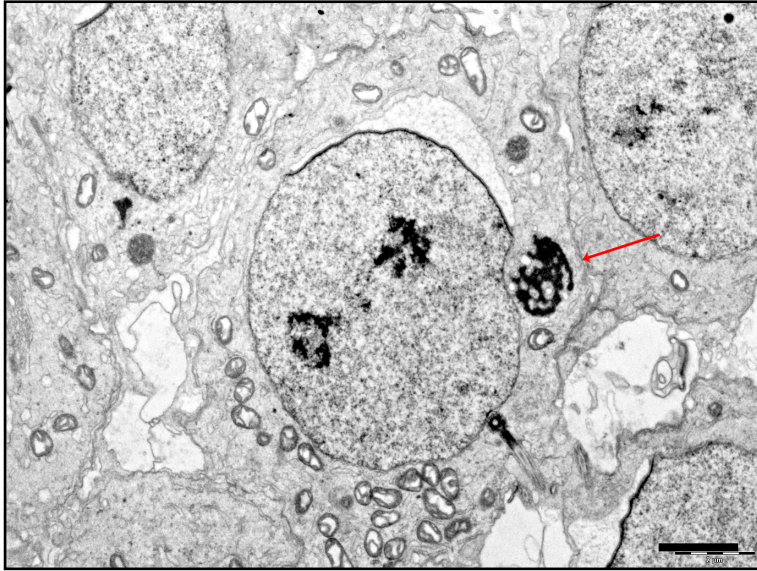

***Ctcf*-cKO**

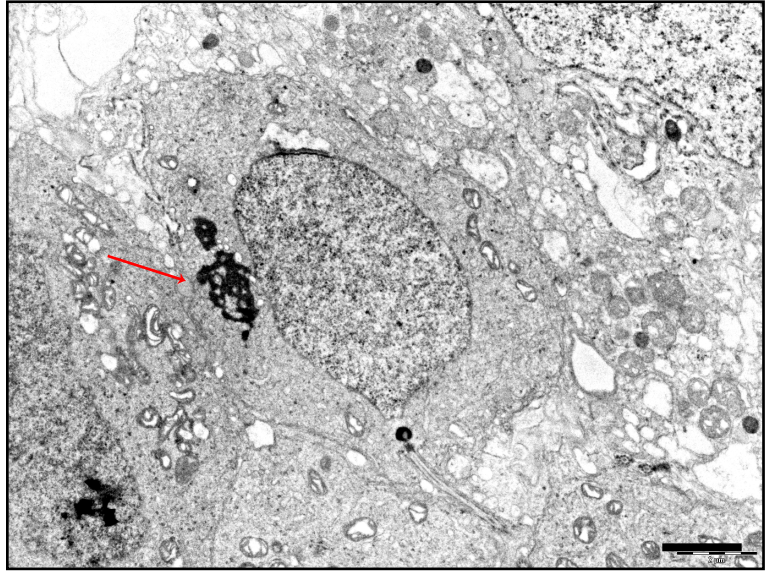

**Supplementary Figure S3. The chromatoid body is properly formed in round spermatids cells in *Ctcf*-cKO mice.**

Electron microscopy analysis of round spermatids at stages 5-7 identified a chromatoid body (a perinuclear granule) in wild-type, as well as in *Ctcf*-cKO mice. The red arrows indicate the chromatoid body. Scale bars represent 2 micrometers.

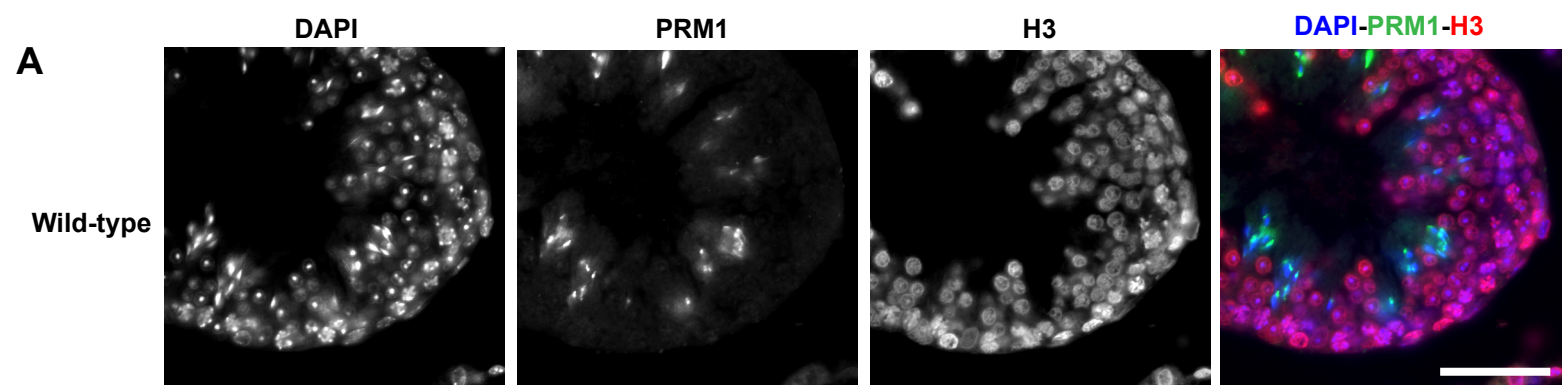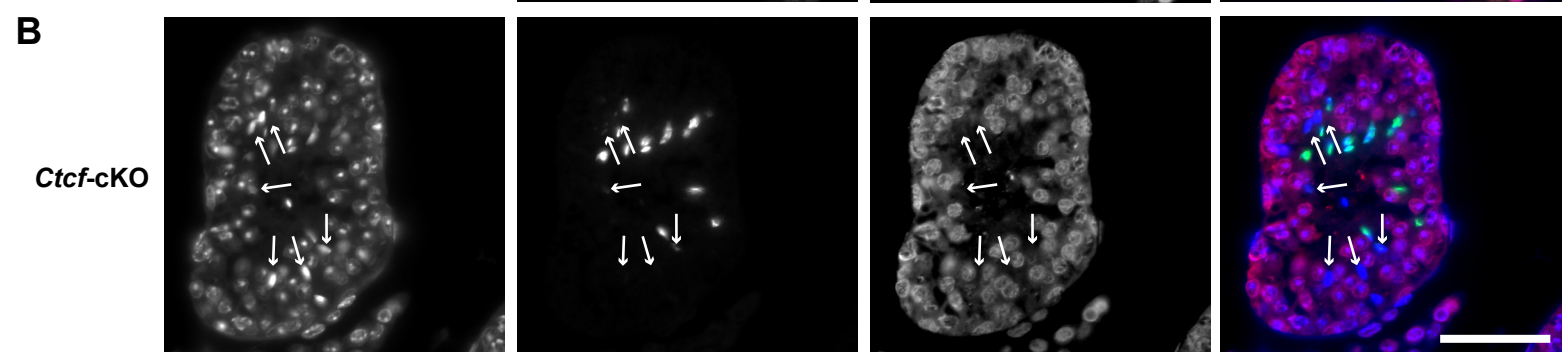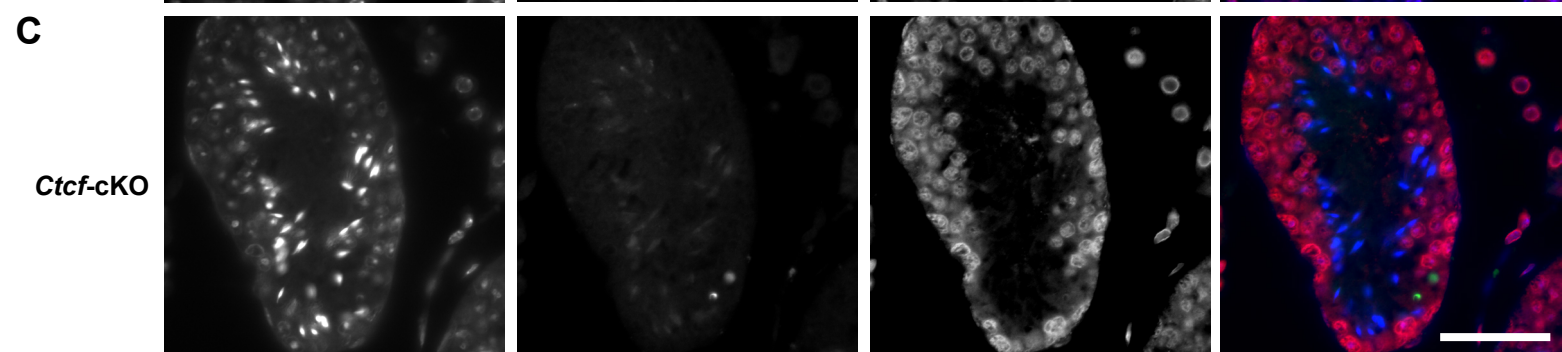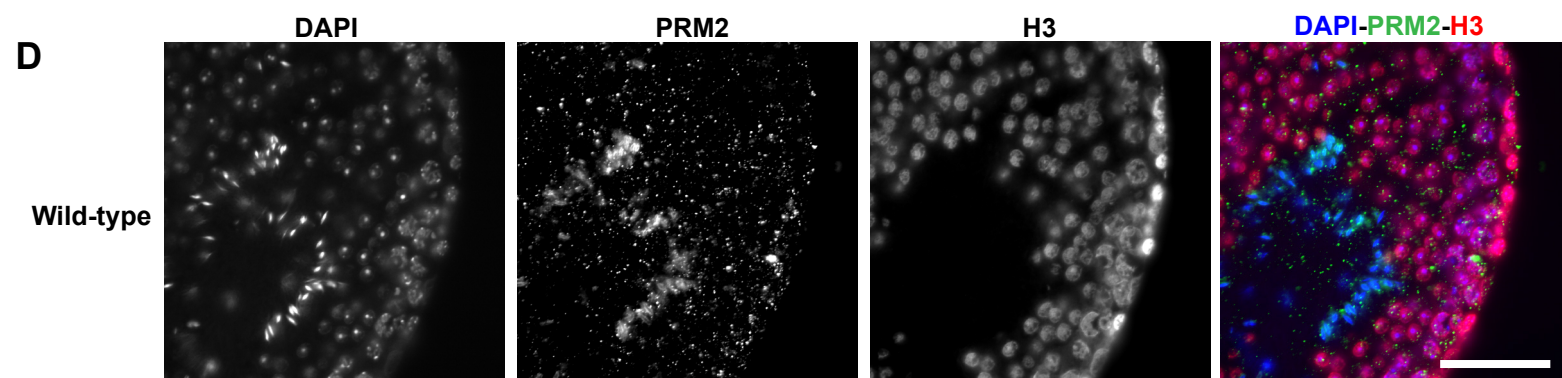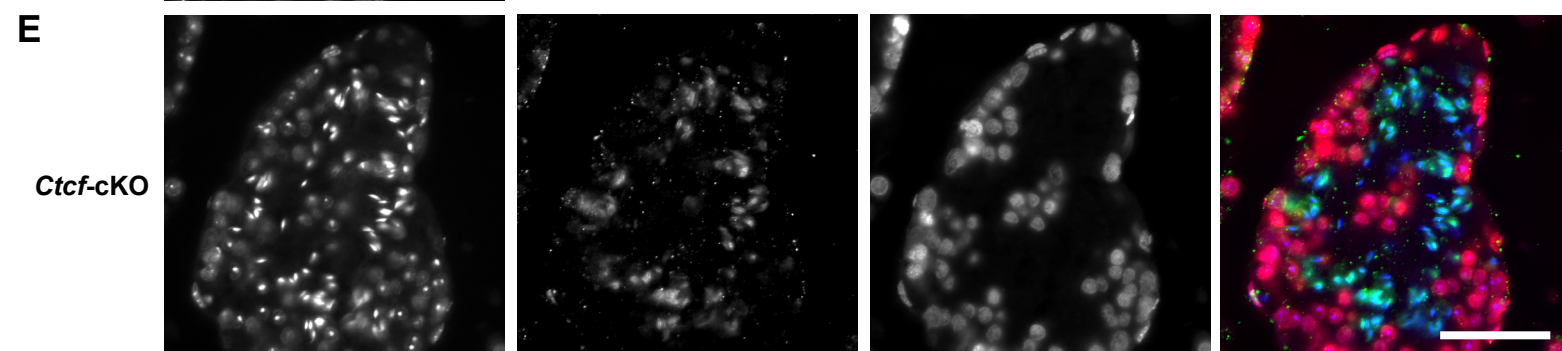

**Supplementary Figure S4. PRM1 staining of elongated spermatids is drastically reduced in *Ctcf*-cKO testes.**

(**A-C**) Labeling of wild-type and *Ctcf*-cKO testis sections by DAPI (detecting DNA) and antibodies against PRM1 and histone H3 (H3). Arrows in B indicate elongated spermatids that do not display a signal for PRM1, whereas in panel C the elongated spermatids display only a weak PRM1 staining signal. (**D-E**) Labeling of wild-type and *Ctcf*-cKO testis sections by DAPI (detecting DNA) and antibodies against PRM2 and histone H3 (H3). Scale bars in the merged panels represent 50 micrometers.

**A****Coding genes miss-regulated in *Ctcf*-cKO testis**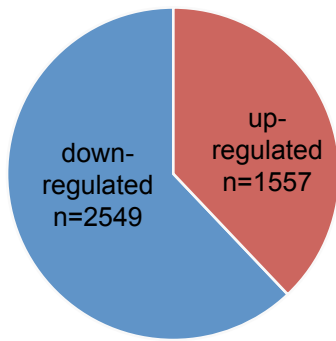**B****Wild-type expression patterns of coding genes miss-regulated in *Ctcf*-cKO testis**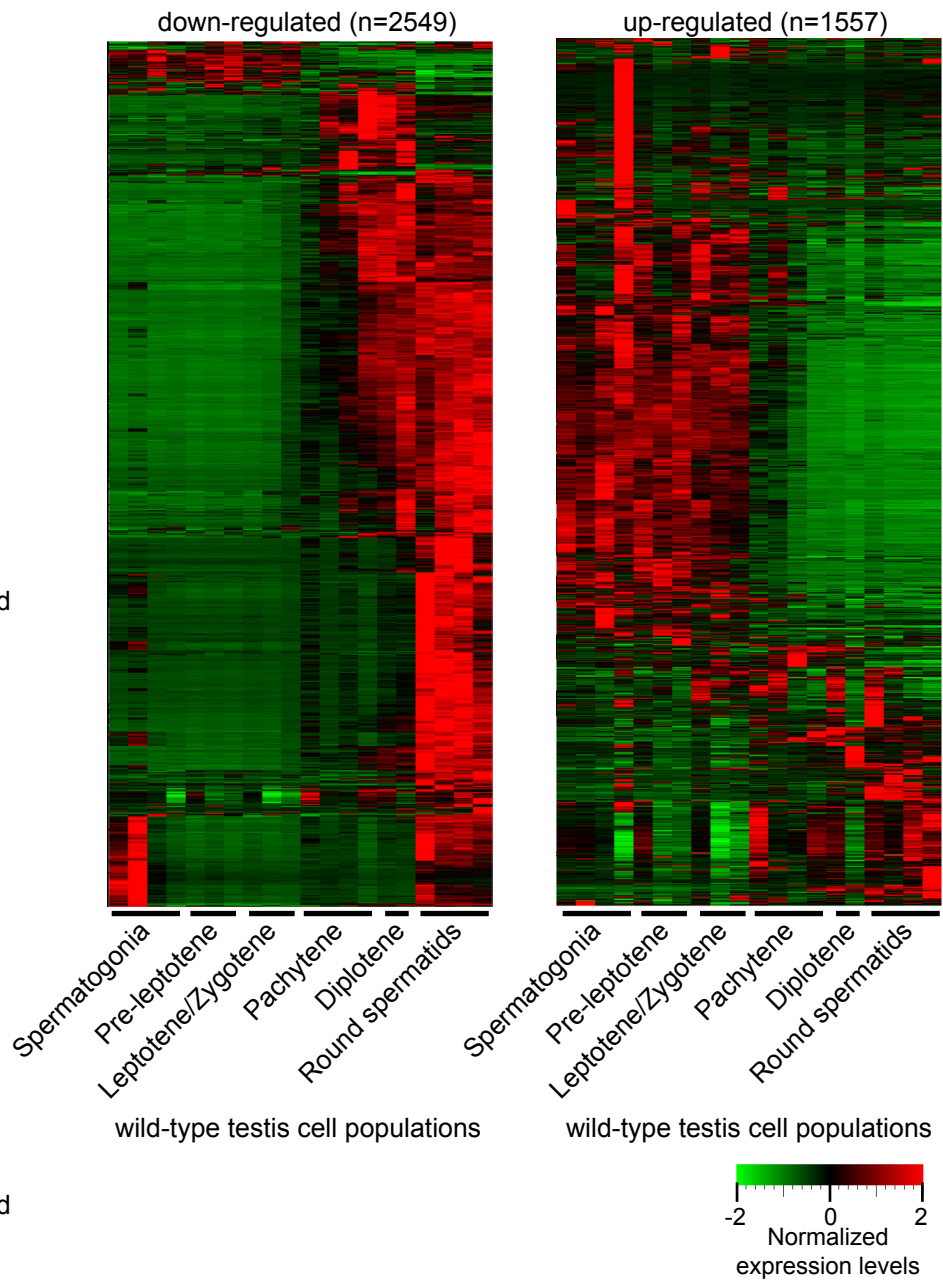**C****Coding genes with CTCF on promotor and expressed in round spermatids**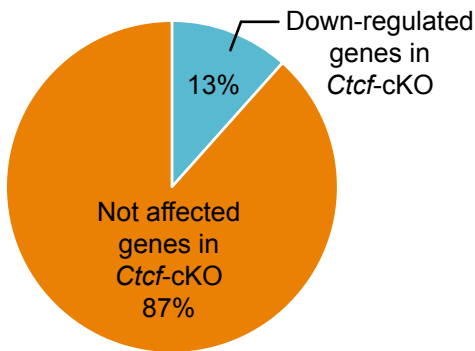**D****Coding genes with CTCF on enhancers and expressed in round spermatids**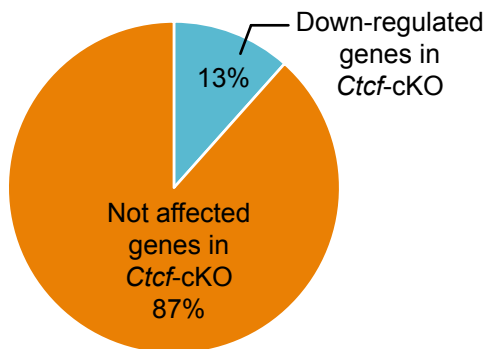

**Supplementary Figure S5. *Ctcf* deletion disrupts the expression of round spermatid genes**

(A) 2549 coding genes down-regulated and 1557 coding genes up-regulated in *Ctcf*-cKO testis. (B) Analysis of the wild-type expression patterns of coding genes down-regulated (n=2549) and up-regulated (n=1557) in *Ctcf*-cKO testis. The wild-type expression patterns of the miss-regulated coding genes in *Ctcf*-cKO testis were retrieved from gene expression data from mouse staged cell populations and shown as heat maps. The normalized low versus high expression levels are represented on a green to red scale. (C) 169 of 1289 (13%) coding genes with CTCF on their promoter (plus/minus 2 Kb around TSS) and expressed in round spermatids of wild-type testis were down-regulated in *Ctcf*-cKO testis. (D) 376 of 2867 (13%) coding genes with CTCF on their enhancer (2-20 Kb upstream of the TSS) and expressed in round spermatids of wild-type testis were down-regulated in *Ctcf*-cKO testis.

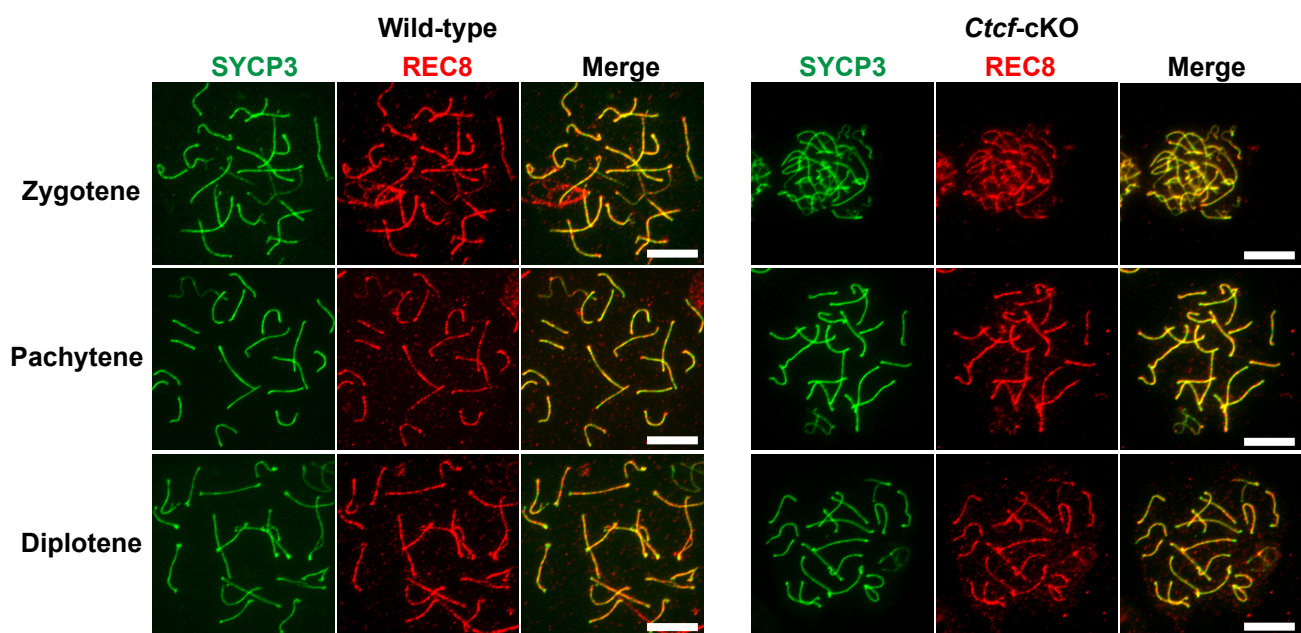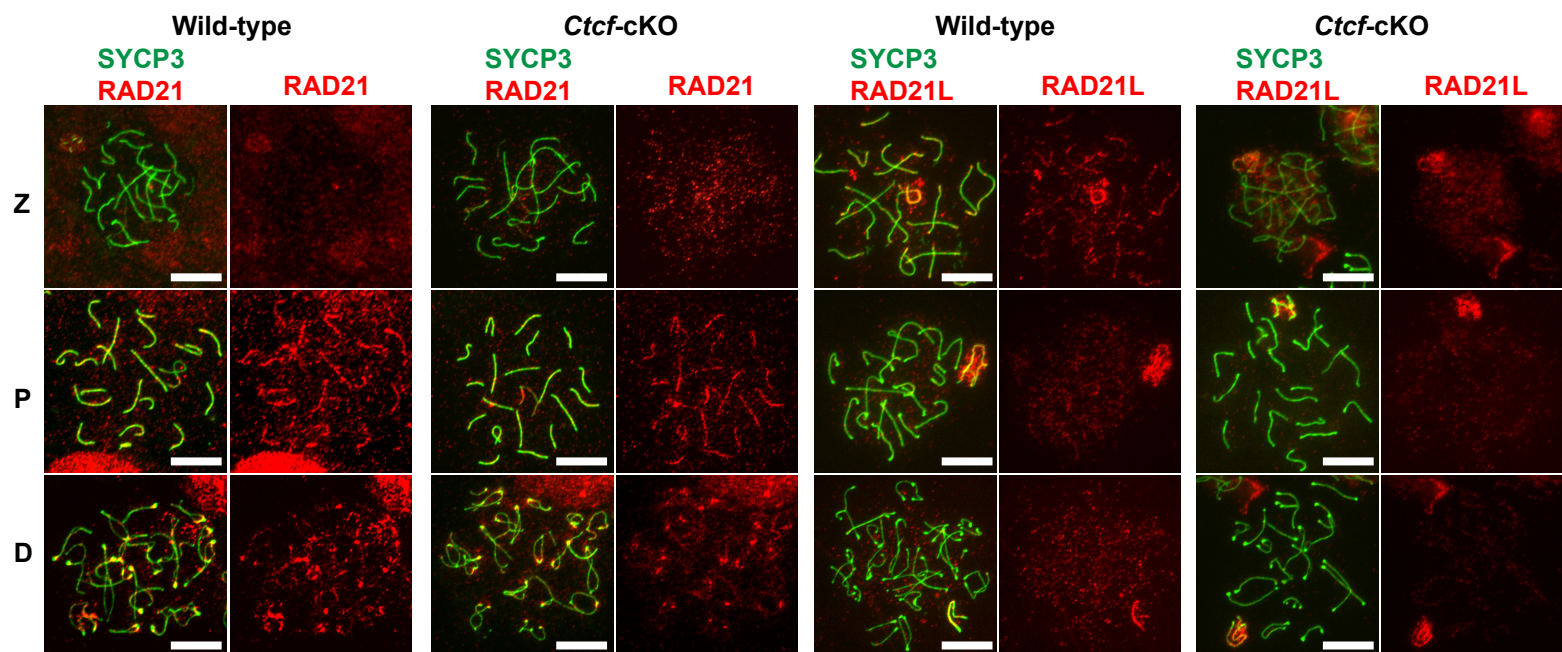

**Supplementary Figure S6. Localization of cohesin complex proteins in meiotic cells is not affected in *Ctcf*-cKO mice**

The chromosomal localization of the cohesin complex proteins REC8, RAD21, and RAD21L in spermatocytes at the zygotene (Z), pachytene (P) and diplotene (D) stages of meiosis was not affected in *Ctcf*-cKO meiotic cells. DAPI staining was used to label chromatin and SYCP3 staining was used to provide staging of spermatocytes. Scale bars represent 10 micrometers.

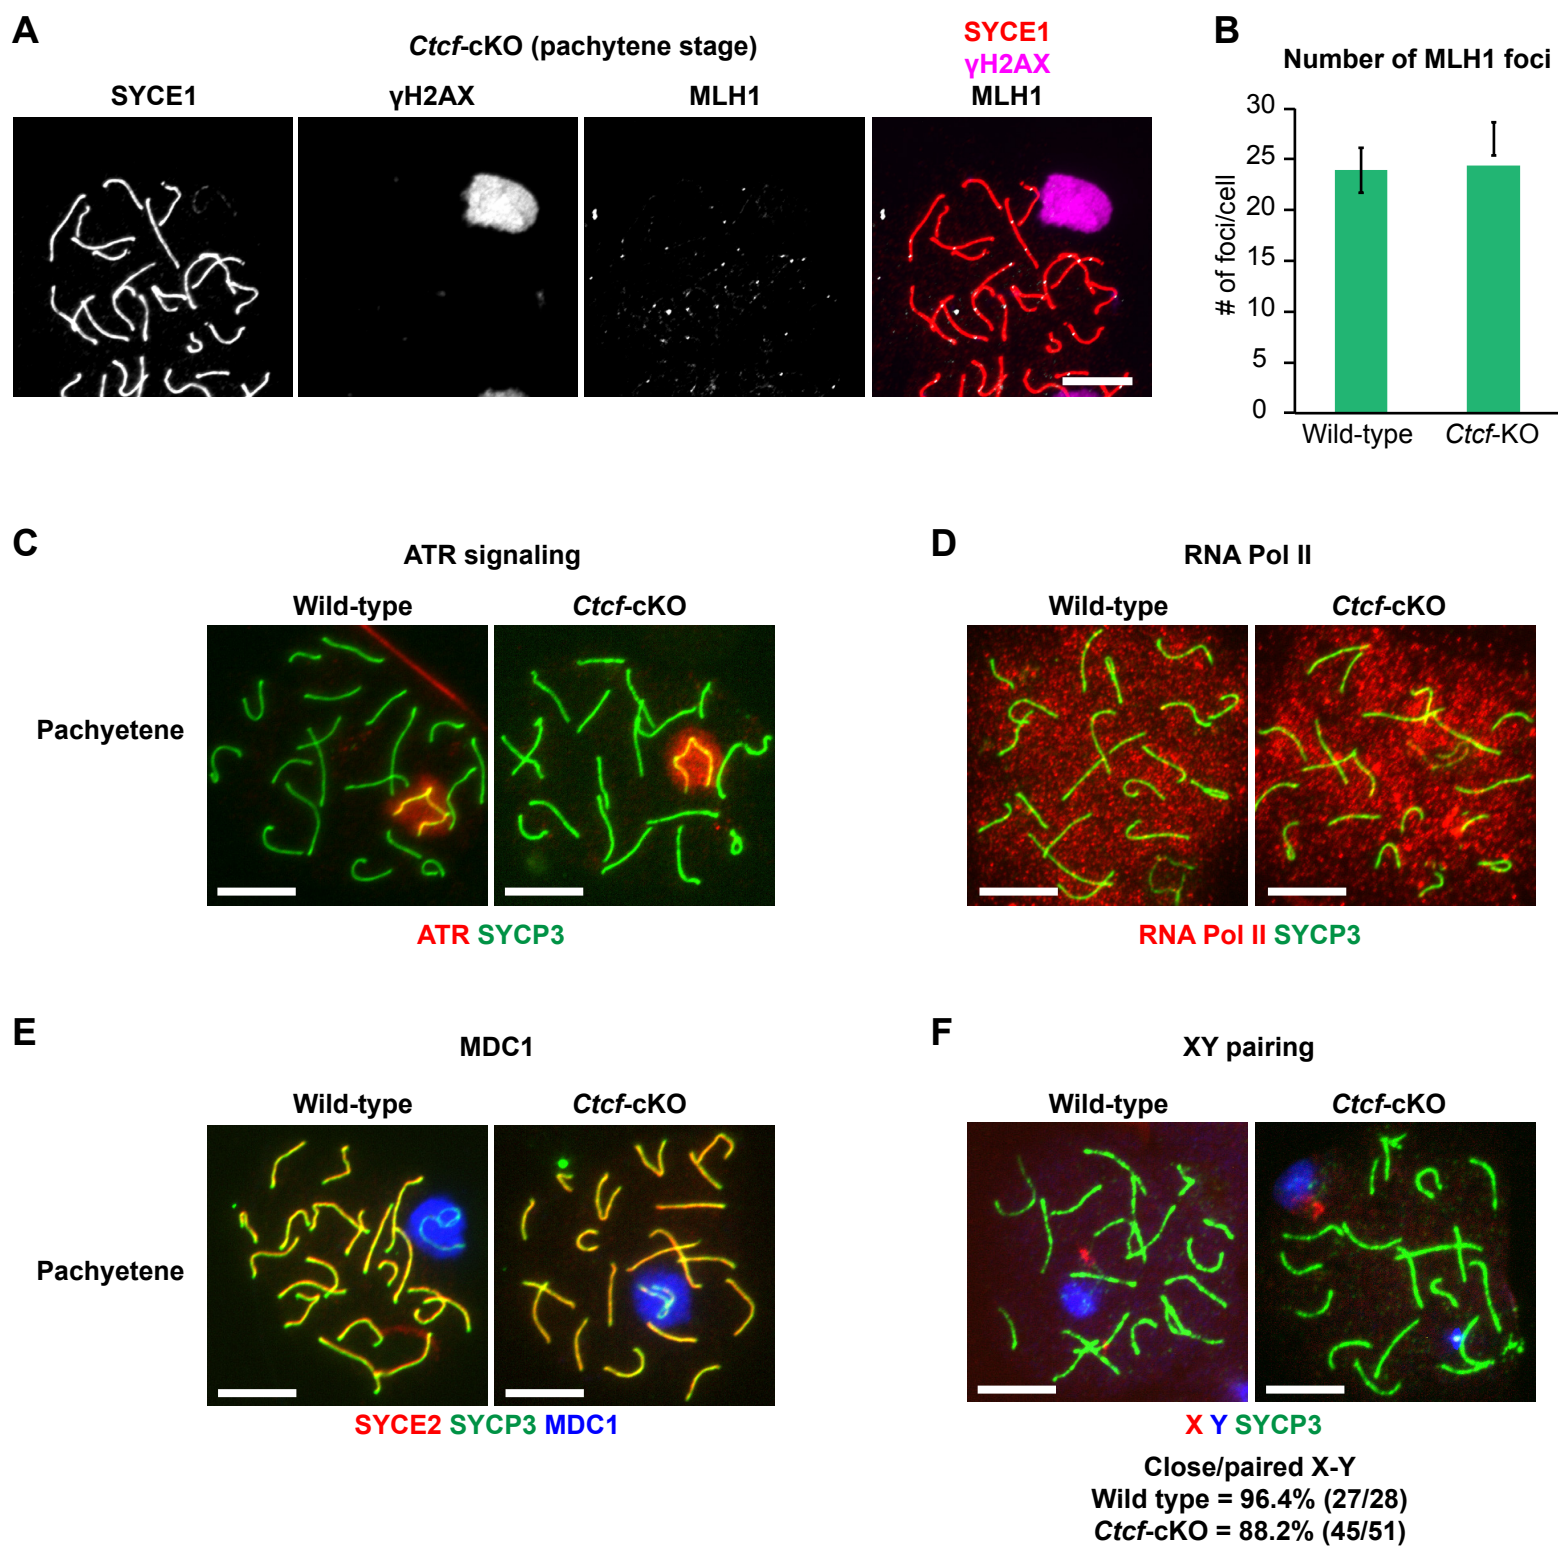

**Supplementary Figure S7. MLH1 localization to meiotic chromosomes and XY body formation are unperturbed in *Ctcf*-cKO mice**

(A) MLH1 foci formation was analyzed in *Ctcf*-cKO pachytene cells. SYCE1 that labels fully synapsed meiotic chromosomes at the pachytene stage of meiosis, was used as a marker to identify pachytene cells. (B) Quantification of the numbers of MLH1 foci per cell (n=100) in wild-type and *Ctcf*-cKO pachytene cells. Three mice of each genotype were used. (C-E) Localization of XY body markers ATR (C), RNA Pol II (D), and MDC1 (E) was normal in *Ctcf*-cKO pachytene spermatocytes. (F) Pairing of the XY body (as detected by chromosome painting) in pachytene spermatocytes, as scored by the presence of full SYCP3 axes, was not significantly altered in *Ctcf*-cKO cells as compared to the wild-type. Scale bars represent 10 micrometers.

#### **Supplementary Data S1. Down-regulated coding genes in *Ctcf*-cKO testes**

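Supplementary Data S1 lists the transcript clusters that the paper counts as down-regulated coding genes, 1 line per cluster and therefore with some symbols more than once. Of its lines, 1997 were read here. By chromosome, start and stop, 1995 of them matched a lower row of the authors' deposited table, and the linear fold was equal to 2 decimals in all 1995. In 2 matched lines the symbol differed, where the table has the numbers 39141 and 38776 for *March11* and *March10*.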

The gene list includes: gene symbol, description, chromosome of location, strand, start and stop sites and fold change (linear).

#### **Supplementary Data S2. Up-regulated coding genes in *Ctcf*-cKO testes**

The gene list includes: gene symbol, description, chromosome of location, strand, start and stop sites and fold change (linear).

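All 1557 lines of Supplementary Data S2 were read. By position, 1555 of them matched a higher row of the authors' deposited table, and the linear fold was equal to 2 decimals in all 1555. In 1 matched line the symbol differed, where the table has the number 35854 for *Marc2*. The 1557 lines equal in number the 1553 higher rows of the classes Coding and Complex together with the 4 higher rows of the class Ribosomal.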

#### **Supplementary Data S3. Coding genes not affected in *Ctcf*-cKO testes**

The gene list includes: gene symbol, description, chromosome of location, strand, start and stop sites and fold change (linear).

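The linear fold of Supplementary Data S3 is the ratio of the average signals of the genotypes, with a minus sign where *Ctcf*-cKO is lower. Its genes have no row among the 7580 rows analysed here, so the folds are the paper's own and could not be checked against another value.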

#### **Supplementary Data S4. Functional annotation clusters of the down-regulated genes in the *Ctcf*-cKO testes, obtained by GO analysis with DAVID Bioinformatics Recourses website**

The cluster with the highest enrichment score is highlighted with bold letters.

#### **Supplementary Data S5. Down-regulated coding genes in *Ctcf*-cKO testes associated to sexual reproduction, spermatogenesis and sperm generation and grouped in the most enriched functional annotation cluster by the GO analysis in the DAVID Bioinformatics Recourses website**

The genes known to affect spermiogenesis and display a similar phenotype as in this study are highlighted with red letters.

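Supplementary Data S5 gives 114 gene names without symbols. By their wording, 108 of them matched the description of a row in the authors' deposited table. All 108 were lower there, with folds from -3.92 to -2.01 and a median of -2.44. After re-centring on the median of all rows, 79 of them were below 0, as were 1944 of all 2549 lower coding rows. The other names matched no description and were not analysed further here.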

**Supplementary Data S6. Functional annotation clusters of the up-regulated coding genes in *Ctcf*-cKO testes, obtained by GO analysis with DAVID Bioinformatics Resources website**

The three clusters with the highest enrichment score are highlighted with bold letters.

**Supplementary Data S7. Coding genes with CTCF on promoter and enhancers, expressed in round spermatids and down-regulated in *Ctcf*-cKO testis**

How the deposited data were processed for this re-analysis (not part of the article)

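The study compared RNA of 3 wild-type and 4 *Ctcf*-cKO mice on GeneChip mouse transcriptome arrays. The paper's methods name seminiferous tubules as its source, and the sample titles name testes. According to the paper, the arrays met the quality controls of the Expression Console, and changes between genotypes were followed with the Transcription Analysis Console. The values analysed here are those of the authors' deposited table, which lists transcript clusters past a linear fold of 2 and an unadjusted p of 0.05. For each cluster it gives the bi-weight average signal of each genotype on the log2 scale, the linear fold of *Ctcf*-cKO over wild-type, the p of the authors' analysis of variance, the adjusted p of the authors' software, the number of probes, the position, the class of transcript and annotation. The paper's text names neither the normalization of the arrays nor the genome build of the positions.

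The table writes its numbers with decimal commas, which were read as decimal points. The fold of every one of the 7580 rows was checked against the difference of its group averages, and 0 rows differed by over 0.02 on the log2 scale. The table has 0 columns of single-array values, so means with errors, tests between genotypes, the tests with limma planned for values of single arrays, leaving out single mice and other groupings of the mice were not run. Standard errors were not derived from the authors' p, so that of the precision only the number of arrays is given. Group averages ran from 3.11 to 13.16 on the log2 scale, and 319 rows were under 6 in both genotypes; background probes were not analysed here.

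Rows of the classes Coding and Complex were counted as coding. A gene was counted once, by the first symbol of its row, and a gene was called lower or higher by the sign of its fold. Of all rows, 576 list over 1 symbol and 2449 list none. Genes named by symbol were also sought by older symbols and by RefSeq transcripts of the GRCm38.p6 annotation, which added 0 genes. Named genes were, by a rule fixed in advance, those that the paper's text or Supplementary Data S3 names, the genes of proteins it stains, the 5 coding genes with the largest fold in each direction, and the genes of lists of markers of Leydig, Sertoli, peritubular myoid, macrophage and endothelial cells, spermatogonia, primary spermatocytes, round spermatids and elongating spermatids. Some genes that the rule covers are not reported here. No named gene had over 1 row. Genes of the Y chromosome named in the closing section, and *March10*, *March11* and *Marc2*, were chosen after their values had been seen.

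Gene Ontology terms, and shares of rows on the X and Y chromosomes, were compared between lower and higher rows with two-sided Fisher's exact tests; p over 4 terms was adjusted by the Benjamini-Hochberg method. Lists of markers were compared by an exact permutation test, or by 100000 permutations with a fixed seed over 5 lists. Overlaps with Supplementary Data S7 were counted by symbol, and Supplementary Data S1 and S2 were matched by position. Non-coding rows were matched to coding rows that overlap them on the same strand. The functions were tested on simulated data, and all 10 checks passed.

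Alternatives tried were an adjusted p of 0.05, a linear fold of 3, a log2 signal of at least 6 in either genotype, coding rows with a symbol counted one by one, every symbol of a row in place of the first, the row with the largest fold of a gene, coding rows alone for the shares on X and Y, and re-centring of the folds on the median of all rows. Other alternatives were added after the data had been seen: the class Coding alone, the classes Coding, Complex and Ribosomal counted by rows, coding genes without the Y chromosome and the DUF622 domain family, restored symbols, the thresholds applied to genes with a term, and a split of the rows at their median signal for the shares on X and Y. Computations used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The experiments of the paper on other kinds of data were not analysed here.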

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

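The tests by position, of the directions of overlapping rows and of rows with equal values were chosen after the result was seen; the test of the signal level was written before.

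The array also measures transcripts that the paper does not discuss. In the authors' deposited table, 2263 non-coding transcript clusters were lower and 929 were higher in *Ctcf*-cKO, so that 70.9% of the changed non-coding rows were lower, against 62.1% of the changed coding rows. Their folds in the authors' deposited table reached -7.14 and 8.27. Some lower non-coding rows lie close together on the same strand. Such neighbours were not joined, so the counts and shares are of rows and not of separate transcripts. The paper's counts are of coding genes. Signal near the background of the array stays open for them. A log2 signal of 6 in either genotype was reached by 90.7% of the non-coding rows, but background probes were not analysed here and 6 is a chosen level. Non-coding rows were weaker than coding rows, with a median signal in the brighter genotype of 7.52 against 9.18.

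Overlap with a changed coding transcript was tested by position. Of 2252 lower non-coding rows with a position, 132 (5.86%) overlapped a changed coding row on the same strand, and of 929 higher rows, 419 (45.1%) did. This argues against such overlap as the cause of most lower rows, and against it as the whole cause of the higher rows, of which 510 overlapped none. Probes shared by sequence with transcripts elsewhere stay open, since position cannot show them. In the authors' deposited table, 288 rows of all classes, among them 72 lower and 4 higher non-coding rows, had the same averages, fold, p, adjusted p and number of probes as another row, and 0 non-coding rows had those of a coding row, so some of the counted rows repeat others. In the 551 overlapping rows, the direction was that of the coding row in 548 (99.5%), which is consistent with a single transcript measured by both clusters. These rows may therefore not be separate observations. A change in the mix of cell types, which is taken up among the other observations, stays open for the non-coding rows, as does an effect of the loss of CTCF inside cells; neither was tested on them.

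Pseudogene transcript clusters were also changed, with 110 lower and 171 higher rows in the authors' deposited table. The paper does not report them. Probes shared with the parent gene of a pseudogene were not tested and stay open, as does a difference between the genotypes.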

How the results depend on the processing

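The alternatives below were set before the data were examined, except where they are said to have been chosen after seeing the data. No paired analysis was possible because the authors' deposited table holds group averages and no values of single mice. For the same reason, leaving out each mouse, centring each array and limma's test were not run, and a linear fold of 1.5 was not run because the rows analysed here start at 2.01.

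With the authors' adjusted p of 0.05 in place of the unadjusted p, the counts of lower and higher coding genes were 2447 and 1542, all lower and higher rows numbered 4905 and 2585, and the promoter and enhancer genes 168 and 375, each within 1.5 times the main count. The same held with a log2 signal of at least 6 in either genotype (2434 and 1540 coding genes, 4752 and 2509 rows), with the coding rows that have a symbol counted one by one (2531 and 1553) and with every symbol of a row matched to the promoter and enhancer lists (168 and 375). Taking the row with the largest fold changed none of the marker lists, because no named gene had over 1 row, so that this alternative tests nothing.

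With a linear fold of 3 in place of 2, which can only lower a count, coding genes fell to 328 lower and 415 higher, all rows to 958 lower and 639 higher, promoter genes to 21 and enhancer genes to 48. More coding genes were then higher than lower, the opposite of the main result; the cause was not tested. At the same fold, chosen for these results after seeing the data, 21 lower genes carried the term spermatogenesis, and 22 and 79 higher genes carried the terms lysosome and extracellular region; with the adjusted p of 0.05 these counts were 136, 66 and 181, and with the signal minimum 136, 66 and 182. The odds ratio of Y chromosome rows among lower against higher rows turned from 25.3 to 0.332 (two-sided Fisher's exact test, p = 0.225), with 2 lower and 4 higher rows left on the Y chromosome; the cause of the turn was not tested. The odds ratio for the X chromosome kept its direction, 0.504 at a fold of 2 and 0.231 at a fold of 3. In coding rows alone, the odds ratios were 0.647 for the X and 36.1 for the Y chromosome.

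Re-centring the folds on the median of all rows took out a log2 fold of -1.14 and left 5 lower coding genes, while the higher coding genes stayed at 1547. This follows from the construction: the rows had been selected for folds past 2, most are lower, and the shift carries nearly all lower rows back inside the threshold. The median is that of selected rows and is not an estimate of the centre of the array. The same shift moved the median folds of the marker lists to 8.80 for Leydig cells, 6.71 for Sertoli cells, 4.63 for peritubular myoid cells, 6.31 for macrophages, 4.81 for endothelial cells, 10.70 for the only gene of spermatogonia with a row, -1.06 for primary spermatocytes and -1.12 for round spermatids, and turned that of elongating spermatids to 1.09. Among named genes it turned the folds of *Spem1* (1.08), *Actg2* (1.05), *Sycp1* (1.01), *Dmc1* (1.08), *Pgk2* (1.06), *Prm3* (1.08) and *Akap4* (1.09) from negative to positive; the folds of the other 46 named genes with a row moved without turning, and among them that of *Hook1* fell on 1.00.

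Of the alternatives chosen after seeing the data, the class Coding alone gave 1422 lower and 473 higher coding genes, since the class Complex is then left out. Leaving out rows of the Y chromosome and of the DUF622 domain family gave 2016 and 1540, a lower share of 56.7%. Rows of the classes Coding, Complex and Ribosomal counted one by one, with or without a symbol, gave 2549 and 1557, and restored symbols gave 169 promoter and 376 enhancer genes. Split at the median signal of all rows, the odds ratios of the sex chromosomes kept their direction, at 0.673 in the stronger and 0.382 in the weaker rows for the X and at 40.7 and 10.7 for the Y chromosome.

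The signal limits what can be read from weak transcripts: 319 of the 7580 rows were under a log2 signal of 6 in both genotypes, and the level of the array's background was not analysed here.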

Differences from the paper's values

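For the term spermatogenesis, 136 distinct lower coding genes of the authors' deposited table carried it, against the paper's count of 87 in Supplementary Data S4. The paper's count is over a list total of 671 genes in the DAVID resource, while the count here is over 1975 lower rows with any biological process term in the table's own annotation, so the annotations and denominators are not the same. None of the alternatives run on this count had been set for it before the data were examined. It stayed more than 1.5 times the paper's count with an adjusted p of 0.05 and with a log2 signal of at least 6 (136 in each case), and was below the paper's count at a linear fold of 3 (21), so that none of them reached it.

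The paper's counts of changed coding genes were 2549 and 1557, and those of distinct symbols here were 2450 and 1547, which is within 1.5 times. Rows counted one by one with the class Ribosomal included, an alternative chosen after seeing the values, reached both of the paper's counts, and dropped 0 of the 1997 lines of Supplementary Data S1 and 0 of the 1557 lines of Supplementary Data S2 read here. The paper's counts of 169 promoter and 376 enhancer genes were reached only with symbols restored by position, also chosen after seeing the values; it dropped 0 of either, and without it there were 168 and 375.

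The paper states that genes expressed preferentially in primary spermatocytes were not affected. Over 8 of the genes it lists and the 8 other genes listed here in advance, 16 genes in all, 7 were at least 2-fold lower in the authors' deposited table and the others have no row among those analysed here. Of those 8 genes that it lists, 7 have a paper's fold below 0, of which 6 lie between -1.95 and -1.77, and none has a row. Of the 8 genes listed here, 7 were lower, with a median fold of -2.34 in the authors' deposited table, which was -1.06 after re-centring on the median of all rows.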

Other observations

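The test on the Y chromosome groups was written before its result was seen; the tests on the X chromosome signal, on the marker lists and on the direction of all rows were chosen after their results were seen.

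Lists of marker genes, written before the table was opened, were read from the authors' deposited table. The lists hold 64 genes and 0 genes are on over 1 list; all are of cell types of the testis, and which other cells express each gene was not tested. For somatic cells, 6 of 7 Leydig genes had a row, all higher with a median fold of 3.98; 6 of 7 Sertoli genes, all higher, with 3.03; 4 of 7 macrophage genes, all higher, with 2.86; 2 of 5 endothelial genes, both higher, with 2.17; and 4 of 6 peritubular myoid genes, with 3 higher, *Actg2* lower (-2.10) and a median of 2.09. Of 6 genes of spermatogonia, *Kit* alone had a row, at 4.84. For later germ cells, 7 of 8 genes of primary spermatocytes were lower with a median of -2.34, 7 of 7 of round spermatids with -2.47, and the 2 with a row of 11 of elongating spermatids with -2.03, the last of which turned to 1.09 after re-centring on the median of all rows. Among genes of the somatic lists with high averages in the authors' deposited table, *Cyp17a1* went from 11.64 in wild-type to 13.03 in *Ctcf*-cKO, *Cyp11a1* from 9.99 to 12.19, *Clu* from 11.03 to 12.14 and *Actg2* from 11.07 to 9.99, the last of which had a fold of 1.05 after re-centring. Re-centring uses the median of selected rows, so the turns of *Actg2* and of the elongating list follow from the construction.

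In all, 21 of the 22 somatic genes with a row were higher (95.5%) and 16 of 16 genes of spermatocytes and spermatids with a row were lower. Of 11 genes of elongating spermatids, only 2 have a row. Among those without a row, the paper's folds of *Prm1* (-1.24) and *Prm2* (-1.34) are lower by less. The directions of the genes with a row may reflect a lower share of germ cells in the RNA of *Ctcf*-cKO tubules, whose testes the paper reports as smaller. With folds that follow RNA amount alike at any signal, a lower germ cell share alone would raise all somatic lists by a like factor. That property of the folds was not tested. The mean log2 folds of the lists differed among the higher genes (permutation test over 5 lists, p = 0.0375; with *Actg2* included, p = 0.0211), but only genes past the fold threshold have a value and genes of a list are not independent replicates. A lower share of germ cells as the only cause therefore cannot be told apart from a change of expression inside somatic cells. Interstitial tissue left on the tubules as the only cause is argued against by the genes of Sertoli cells, which lie inside the tubules, since these rose by a median fold of 3.03. Both sources together stay open as well, the more so because the sample titles name testes and not tubules.

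Genes of primary spermatocytes and of round spermatids were lower by like amounts, with mean log2 folds of -1.28 and -1.32 (two-sided exact permutation test, p = 0.650). Whether a lower share of all germ cells or a change inside spermatocytes lowered the former cannot be told apart here, because genes that changed by less than the threshold are absent from both lists and the compared means are bound to lie near it. *Atr*, whose protein the paper stained in spermatocytes, was lower in the authors' deposited table, from 10.56 to 9.26 with a fold of -2.45 and an authors' adjusted p of 0.00268, and had a fold of -1.11 after re-centring. A transcript average over all cells of the tubules is not a measure of the protein in spermatocytes.

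A shift of all clusters in the same direction by the normalization is argued against as the whole cause of the changes, because 35.1% of all rows were higher and the rest lower. A smaller shift stays open, since unchanged clusters are not among those analysed here. If the adjusted p of the authors' software is that of Benjamini and Hochberg, the last row (p = 0.0484, adjusted p = 0.103) implies that at most 47.1% of all clusters tested had a p at or under its own. The adjusted p never fell as p rose over the 7580 rows. The method of adjustment is not named in the paper's text, so this share is an upper bound under that reading only.

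On the Y chromosome, 390 of 4922 lower rows and 9 of 2658 higher rows were found (odds ratio 25.3, two-sided Fisher's exact test, p = 3.45e-62). Among coding rows, 358 on the Y chromosome were lower, 185 of which list over 1 symbol, and 7 were higher. With coding rows that share a symbol or a protein domain joined, 102 of 1266 lower groups and 3 of 634 higher groups lay on the Y chromosome (odds ratio 18.4, same exact test, p = 3.52e-15). Members of a family with different symbols and no shared domain stay apart. This joining therefore cannot tell whether a family counted many times was the cause. Probes that read several Y copies stay open, as rows with several symbols were not resolved. Some Y genes went against the rest: chosen after their values were seen, *Ddx3y* (3.03), *Uty* (2.62) and *Kdm5d* (2.50) were higher in the authors' deposited table, while *Zfy1* (-2.53) and *Zfy2* (-2.61) were lower. Of the 358 lower coding rows of the Y chromosome, 272 were below 0 after re-centring, as were 1944 of all 2549 lower coding rows.

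The X chromosome held 284 of the higher rows (10.7%) and 280 of the lower rows (5.69%), an odds ratio of lower against higher rows of 0.504 (two-sided Fisher's exact test, p = 1.15e-14). Weak signal is argued against as the only cause, because the odds ratio was 0.673 in rows whose brighter genotype was at or above the median of all rows, 8.57 on the log2 scale (same exact test, p = 0.00255). It was 0.382 in the weaker rows (same exact test, p = 8.36e-15), and whether the odds ratios differ was not tested. The mix of cell types stays open for both sex chromosomes and was not tested on them. Rows are not independent replicates, so each p describes these rows.

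Multi-copy families take a part of the count of lower genes. A family with the protein domain DUF622 had 141 coding rows, all lower in the authors' deposited table. Of these, 116 were on chromosome 14 and 24 on chromosome 5, and their median fold was -2.34. After re-centring, 100 of the 141 rows were below 0, as were 1944 of all 2549 lower coding rows. Together with the Y chromosome, the DUF622 rows were 499 of the 2549 lower coding rows (19.6%). Coding rows also repeat each other: 197 lower and 2 higher coding rows had all the values of another row in the authors' deposited table, among them 159 of the lower coding rows of the Y chromosome and 5 rows of the DUF622 family, so the counts of rows above contain repeats. No explanation was tested for this family.

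In 3 rows of the authors' deposited table the gene symbol is a number, 35854 on chromosome 1, 39141 on chromosome 15 and 38776 on chromosome 11. By position, Supplementary Data S1 and S2 name these *Marc2*, *March11* and *March10*.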
